# Analysis of Genome-Wide Changes in the Translatome of Arabidopsis Seedlings Subjected to Heat Stress

**DOI:** 10.1371/journal.pone.0071425

**Published:** 2013-08-19

**Authors:** Emilio Yángüez, Ana B. Castro-Sanz, Nuria Fernández-Bautista, Juan C. Oliveros, M. Mar Castellano

## Abstract

Heat stress is one of the most prominent and deleterious environmental threats affecting plant growth and development. Upon high temperatures, plants launch specialized gene expression programs that promote stress protection and survival. These programs involve global and specific changes at the transcriptional and translational levels. However, the coordination of these processes and their specific role in the establishment of the heat stress response is not fully elucidated. We have carried out a genome-wide analysis to monitor the changes in the translation efficiency of individual mRNAs of *Arabidopsis thaliana* seedlings after the exposure to a heat shock stress. Our results demonstrate that translation exerts a wide but dual regulation of gene expression. For the majority of mRNAs, translation is severely repressed, causing a decreased of 50% in the association of the bulk of mRNAs to polysomes. However, some relevant mRNAs involved in different aspects of homeostasis maintenance follow a differential pattern of translation. Sequence analyses of the differentially translated mRNAs unravels that some features, such as the 5′UTR G+C content and the cDNA length, may take part in the discrimination mechanisms for mRNA polysome loading. Among the differentially translated genes, master regulators of the stress response stand out, highlighting the main role of translation in the early establishment of the physiological response of plants to elevated temperatures.

## Introduction

Because of their immobile nature, plants have adopted versatile strategies to grow and propagate under rapidly changing environmental challenges, such as low or high temperatures, high salt soils or drought. These strategies involve deep molecular changes covering almost every step of gene expression: from transcription to mRNA processing, translation or protein turnover [1], [2], [3], [4]. Although the importance of all these processes in the modulation of the response to stress has been widely accepted, our knowledge of the regulation of each individual step is far from being balanced. For years, the study of gene expression under stress has been focused, almost exclusively, on the transcriptional level while the relevance of all the post-transcriptional regulatory mechanisms has been underestimated and restricted to a few examples [5]. In that sense, despite several studies demonstrate that general translation inhibition and selective translation of some mRNAs are key points in the plant adaptation process to different abiotic threats, including hypoxia [6], [7], [8], light [9], [10], sublethal cadmium intoxication [11], dehydration [12], [13], sucrose starvation [14] and saline stress [15], the mechanisms involved in this regulation are far from being understood [16]. Nevertheless, the comprehensive analysis of all these data clearly establishes that, in general terms, translational modulation differs markedly depending on the stress and its characteristics. This situation is even more complex when assessing a whole plant, as translation is also differentially regulated depending on the cell type [8].

Temperature is one of the most limiting environmental factors affecting life on Earth and it is especially relevant for sessile organisms as plants. Indeed, high temperature is considered one of the most deleterious stresses for plants, as it adversely impacts almost all aspects of plant development, including growth, reproduction and yield [1], [17], [18]. Upon heat stress, plants reprogram their gene expression in an attempt to cope and prevent the damage caused by high temperatures. This deep reprogramming involves a wide regulation of transcription that affects a relevant part of the transcriptome [19], [20], [21], [22]. Among the upregulated genes, those coding for heat shock proteins, the molecular chaperones that prevent protein misfolding and aggregation, clearly stand out [23], [24]. The rest of the transcriptionally regulated genes cover multiple functions, such as transcription, translation, signaling, metabolism and general stress response. However, this mRNA steady-state scenario may not reflect the protein level output, since, after being transcribed, the mRNAs should be translated and translation is also widely altered in these conditions [25], [26], [27], [28]. In this regard, recent analyses done in Arabidopsis and *O. sativa* cultured cells have pointed out that, upon short heat stress treatments, translation is generally and specifically regulated [27], [28]. However, heat is a complex threat that does not affect all cells within plant organs in a uniform way. Indeed, the effect of high temperatures on plant cells differs markedly depending on the stage of growth and the type of plant tissue, questioning the possible extrapolation of the data obtained in cultured cells to the real response in whole plants. In addition, certain stages of the plant cycle, as it is the case of seedlings, are more susceptible to heat than others [29]. Thus, heat stress studies during the especially vulnerable growth stages may unravel novel differentially regulated proteins with critical functions in plant stress adaptation and survival. Despite their relevance, these additional physiological studies are still lacking. In addition, the mechanisms involved in the preferential translation of mRNAs in response to heat in plants remain uncovered.

In this report, we have carried out a genome-wide analysis to monitor the changes in the translational profiling of *Arabidopsis thaliana* seedlings after the exposure to a heat shock stress. This study has allowed to evaluate, for the first time, the specific contribution of translation to the regulation of gene expression in response to high temperatures in a whole plant organism. Our results point out that, superimposed to transcriptional changes, translation constitutes an important layer for the regulation of gene expression during heat stress. Although translation widely represses general gene expression under heat shock, this repression is selectively modulated for specific subsets of mRNAs. Thus, some mRNAs coding for relevant proteins involved in the general stress response are more recalcitrant to translation inhibition, while mRNAs coding for proteins related with translation and ribosome biogenesis are more sensitive to the global inhibition of translation. Among the mRNAs preferentially translated upon heat stress, well characterized transcriptional regulators as STZ/ZAT10 and DREB2B stand out. These differentially translated regulators modulate the expression of downstream genes involved in drought and salt-stress response in *Arabidopsis thaliana*, contributing, in such a way, to enhance salinity, drought and heat stress tolerance in plants [30], [31]. As differential translation selectively affects the levels of proteins that are relevant to cope with the stress and of proteins involved in highly energy-demanding processes, these data reflect the key role of translation in the successful establishment of the thermotolerance response. Analyses of the sequences of the differentially translated mRNAs unravel that some features, like the 5′UTR G+C content and the cDNA length, may take part in the discrimination mechanisms that control mRNA polysome loading upon high temperatures. The identification of these features significantly contributes not only to our current understanding of how plants adapt to this harmful environmental stress, but it also may help to provide insights into the still undiscovered mechanisms that promote translational inhibition under high temperatures. Furthermore, this knowledge may open up new strategies for the generation of powerful genetic tools to improve crop thermotolerance by promoting the expression of high levels of ectopic protective proteins in a situation in which, otherwise, would be translationally repressed.

## Materials and Methods

### Plant material and growth conditions

*Arabidopsis thaliana* ecotype Columbia-0 seeds were surface sterilized using 0.05% Tween-20 and ethanol for 5 min, sown on MS medium plates and kept at 4°C in darkness for 2 days for stratification. Plates were vertically oriented in a growth chamber under a 16 h light/8 h dark cycle for 7 days at 22°C.

### Metabolic labeling of newly synthesized proteins

For the continuous labeling of newly synthesized proteins, 7-day-old Arabidopsis seedling were incubated, at the indicated times and temperatures, with liquid MS media supplemented with 50 µCi/ml ^35^S-methionine/^35^S-cysteine (EasyTag™ EXPRESS^35^S Protein Labeling Mix, Perkin Elmer) for 15 minutes. Seedlings were washed three times with liquid MS, quickly frozen in liquid nitrogen, ground to powder and solubilized in Laemmli sample buffer. Equivalent amounts of plant extracts were subjected to 12.5% SDS-PAGE electrophoresis and ^35^S-labeled proteins were detected by autoradiography.

### Isolation and quantitation of total and polysomal RNA

Seven-day-old seedlings were subjected to heat stress by incubation at 38°C for 45 min. For the control conditions, plates taken directly from the growth chamber were used. Seedlings were quickly frozen in liquid nitrogen, ground to powder and stored at −80°C. Polysomes isolation by differential centrifugation was performed as described in [12] with slight modifications. Briefly, 2 g of frozen tissue was thawed in 2 ml of polysome extraction buffer (200 mM Tris (pH 9.0), 200 mM KCl, 26 mM MgCl_2_, 25 mM EGTA, 100 µM 2-mercaptoethanol, 50 µg/ml cycloheximide, 50 µg/ml chloramphenicol, 1% (v/v) Triton X-100, 1% (v/v) Tween-20, 1% (v/v) NP-40, 2% (v/v) polyoxyethylene-10-tridecyl-ether, 1% (v/v) deoxycholic acid). The crude cell extract was clarified by centrifugation at 13,500 g for 15 min at 4°C and the OD_260_ of the supernatant determined. 7000 units (OD_260_) were layered on top of a 10 ml 15–40% (w/v) sucrose gradient and centrifuged at 38000 rpm (178,000 g) for 3 h 40 min at 4°C (SW41Ti rotor in a Beckman L-100XP ultracentrifuge). Twenty fractions of 600 µl were manually collected and RNA extraction was performed using TRIzol reagent (Invitrogen) according to manufacturer's protocol. The polysome profile was determined by measuring the RNA content of each fraction at OD_260_. The quality of the polysome preparation was evaluated by electrophoretic analysis of rRNA distribution in a 1.5% agarose gel containing formaldehyde. In the case of the figures 1B–C, only the data for the last 16 fractions of the gradient are shown. Quantitative polysome gradient fractionation was performed using three independent biological samples. Polysome content (PC) of control or heat-stressed Arabidopsis seedlings was used as a quantitative indicator of the translational state [7], [12], [13]. Briefly, total or polysomal rRNA contents were estimated by calculating the area under the whole polysome profile or under the polysomal fraction curves (11–16), respectively, after subtracting the gradient baseline. PC was expressed as the percentage of total rRNA in polysomal fractions (rRNA_P_/rRNA_TOT_*100) in each sample. The calculated PC was used as a correction factor for polysomal RNA samples in microarray hybridization and qRT-PCR analysis.

**Figure 1:**
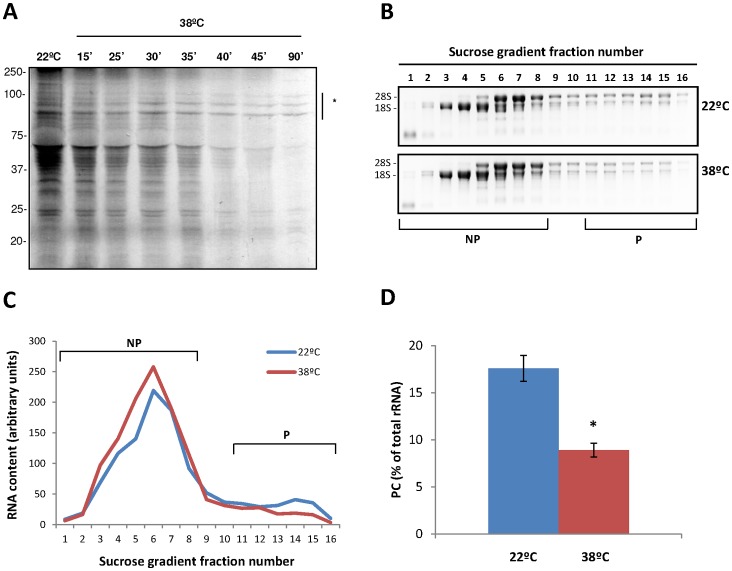
Heat triggers a general inhibition of protein synthesis. (**A**) Metabolic labeling of *de novo* synthesized proteins from Arabidopsis seedlings grown at 22°C or after a heat shock of 38°C during the indicated times. High molecular weight heat-shock proteins are indicated by an asterisk. (**B**) Verification of the quality of the polysome preparation. Equal volumes of the last 16 fractions of the sucrose gradient from control or heat-stressed Arabidopsis seedlings were subjected to electrophoretic analysis. According to the distribution of 18 S and 28 S rRNAs, fractions 1–8 were designated as non-polysomal (NP), while fractions 11–16 were considered as polysomal (HP) fractions. (**C**) Quantification and graphic representation of the polysome profiles from the samples in (B). (**D**) Polysome content (PC) of control or heat-stressed Arabidopsis seedlings was calculated as described in materials and methods. Values are mean percentages from three biological samples (*P<0.05).

For polysome-bound (PB) RNA extraction, fractions 11–16 were pooled and the RNA was precipitated with LiCl overnight at −20°C and subsequently purified using RNeasy Minielute Cleanup Kit (Qiagen), according to manufacturer's protocol. This step was critical to eliminate any rest of heparin that could inhibit the retrotranscription during the labeling process [32]. Total RNA from the same biological samples was isolated from crude cell extract in polysome extraction buffer prior to the loading of the gradient and extracted using TRIzol reagent (Invitrogen) according to manufacturer's protocol, precipitated with LiCl overnight at −20°C and subsequently purified using RNeasy Minielute Cleanup Kit (Qiagen), according to manufacturer's protocol. The amount and quality of the RNA preparations was evaluated by electrophoretic analysis and using the Agilent's 2100 Bioanalyzer.

### Affimetrix GeneChip hybridization and data analyses

Microarray analyses were performed to quantify individual changes in total mRNA and in polysome-bound mRNA from control (mRNA_TOT,22_ and mRNA_PB,22_) and heat-stressed plants (mRNA_TOT,38_ and mRNA_PB,38_). Two biological replicates for each sample were independently hybridized to ATH-1 microarrays (Affymetrix), containing 22500 transcript variants from 24000 Arabidopsis genes. Each sample was added to a hybridization solution containing 100 mM 2-(N-morpholino) ethanesulfonic acid, 1 M Na+, and 20 mM of EDTA in the presence of 0.01% Tween-20. Hybridization was performed for 16 h at 45°C. Each microarray was washed and stained with streptavidin–phycoerythrin in a Fluidics station 450 (Affymetrix) and scanned at 2.5-μm resolution in a GeneChip® Scanner 3000 7 G system (Affymetrix). Data analyses were performed using GeneChip® operating software (GCOS) to generate the corresponding CEL files. Raw intensities were summarized by Robust Multi-Array (RMA) method [33]. To quantify the amount of individual mRNAs in the polysomal samples, the RMA data values of mRNA_PB,38_ samples were further adjusted based on the polysome content (PC), as previously described [7]. Briefly, the normalization factor was generated from the quantitative measurement of the relative polysome content (PC_38°C_/PC_22°C_) in each biological replicate (0.558 and 0.538, respectively). Initially, individual changes in total mRNA (ΔmRNA_TOT_) and polysome binding (ΔmRNA_PB_) were evaluated. After data normalization and adjustment, each probe was tested for statistically significant changes in expression using an empirical Bayes moderated t statistic [7], [34]. To control the false discovery rate (FDR), p-values were corrected using the method of Benjamini and Hochberg [35]. For all comparisons, probes with a ≥2-fold variation and a FDR <0.05 were considered as significantly changed. Translation efficiency at 22°C or 38°C was defined as the ratio between mRNA abundance in polysomal fractions and in total mRNA (mRNA_PB,22°C_/mRNA_TOT,22°C_ and mRNA_PB,38°C_/mRNA_TOT,38°C,_ respectively). To estimate the relative translation efficiencies for each mRNA in response to heat stress (ΔmRNA_PB_/ΔmRNA_TOT_), changes in polysomal association (mRNA_PB,38°C_/mRNA_PB,22°C_) were corrected by the corresponding variations in steady-state mRNA levels (mRNA_TOT,38°C_/mRNA_TOT,22°C_). All statistical analyses were performed with the packages “affy” and “limma” from Bioconductor (http://www.bioconductor.org). FIESTA system was used to visualize the results [36].

Both raw and normalized microarray data are deposited in Gene Expression Omnibus database (GEO-NCBI) (http://www.ncbi.nlm.nih.gov/geo/) with accession code: GSE44053. The following link has been created to allow review of record GSE44053 while it remains in private status: http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=fdobdkgcyceginw&acc=GSE44053.

### Gene onthology and mRNA feature analyses

Functional analysis of translational categories was carried out by single or set enrichment using GeneCodis [37], [38], [39] and FatiScan (Babelomics 4.3 suite) [40], respectively. Only specifically enriched GO “biological processes” in both analyses were considered. Data sets for the 5′-UTR, 3′-UTR, CDS and cDNA sequences were retrieved from The Arabidopsis Information Resources (TAIR) (ftp://ftp.arabidopsis.org/home/tair/Genes/TAIR10_genome_release). A database including all the putative Arabidopsis uATG was kindly provided by Albrecht Vonarnim (University of Tenesse). The representative gene model was used as the reference gene model for the analysis. Only genes with complete information for the different features analyzed were considered (16098). The minimum energy folding for the different 5′-UTR and 3′-UTR sequences was calculated using UNAFold3.8 (hybrid-ss-min -E script) running on Windows 7 [41]. Basic and advanced statistical analyses were performed in Excel 2012 and IBM SPSS Statistics 20, respectively. The search for overrepresented cis-elements in the different mRNA classes was performed using Multiple Em for Motif Elicitacion (MEME-Chip) [42]. The occurrence of the identified overrepresented elements in the rest of the groups was evaluated using Find Individual Motif Occurences (FIMO) [43].

### qRT-PCR analyses

For the confirmation of the heat induced changes in the ATH-1 Hybridization arrays, three independent biological replicates were performed for each group of samples. For total and polysomal RNA, the complementary DNA (cDNA) synthesis was performed using a fixed amount of RNA (1 µg per sample) with the High Capacity RNA-to-cDNA Kit (Invitrogen) according to manufacturer's protocol. qRT-PCRs were performed in 10 µl reactions using Kapa Sybr Fast qPCR Kit (Kapabiosystems) in an Illumina Eco Real PCR System thermocycler, using the primers listed in Table S1. The 18S rRNA was used as control for normalization of the amount of RNA. As a fixed amount of RNA was used for the reverse transcription, a correction to account for the reduction of mRNA_PB,38°C_ induced by the stress was done. Briefly, polysomal content (PC) was determined independently for each biological triplicate as above explained. To obtain the final estimation of the mRNA_PB,38_, the values obtained by qRT-PCR for the different mRNAs in mRNA_PB,38_ samples were multiplied by the relative PC of each biological replicate.

For the analysis of mRNA distribution through the different fractions of the sucrose gradient, three independent biological replicates were performed. In this particular case, the original 20 fractions of the gradient were pooled in 10 fractions of 1.2 ml. The RNA in each sample was subsequently purified using TRIzol reagent (Invitrogen), followed by RNeasy Minielute Cleanup Kit (Qiagen), according to manufacturers' protocol. In this particular case, the complementary DNA (cDNA) synthesis was performed as above described but using a fixed volume of the RNA sample from each fraction. qRT-PCRs were performed as above described. The relative amount of mRNA in each fraction was estimated from the Ct value and expressed as a percentage of the total mRNA in the gradient.

## Results

### Heat stress dynamically regulates protein synthesis and polysome abundance

In order to investigate the global effect of heat stress on plant translation and to establish the experimental conditions, 7-day-old Arabidopsis seedlings were incubated at 38°C for the different times indicated in Figure 1A and the incorporation of ^35^S-methionine in the *de novo* synthesized proteins was monitored. As previously described [25], [44], the incorporation of ^35^S-methionine was clearly decreased upon heat treatment, pointing out the global inhibition of protein synthesis in response to the stress. The severity of this response was dependent on the stress duration, since, after 90 minutes of heat exposure, global protein synthesis was almost completely inhibited. This general inhibition was concomitant to the selective synthesis of heat shock proteins (HSPs). Subsequent experiments were performed with 45 minutes of heat treatment at 38°C as, at this time, the effect of the stress in general translation inhibition and in the further accumulation of HSPs is clearly detectable, indicating that at that point the plant response to the heat is properly established.

Polysome profiling allows the separation of mRNAs in a sucrose gradient according to the number of ribosomes they are associated with, reflecting their translational status. Thus, the mRNAs in the non-polysomal fraction (NP) are translationally inactive or repressed, while the mRNAs in polysomal fractions (P) are actively translated [8]. Therefore, this technique could be used to uncover changes in the translatability of the mRNAs under different conditions. To deeply characterize the plant translational response to high temperatures, control or heat-stressed seedlings were used for polysome profiling analysis, and their relative polysome content was evaluated. A representative example of the distribution of rRNAs in control and heat-stressed seedlings over the different fractions of the sucrose gradient is shown in Figure 1B, and the quantification and graphic representation of the polysome profiles from the same samples is shown in Figure 1C. Fractions 1–8 were designated as non-polysomal fraction (NP), while fractions 11–16 were considered as polysomal (P) fractions. As observed in these figures, the amount of polysomes in P fractions is clearly reduced under the tested stress conditions, further confirming that general translation is inhibited in response to heat stress. This reduction in the amount of polysomes was accompanied by an increase in the 80 S monoribosome and free ribosomal subunits (fractions 3–7), which is characteristic of an impairment of the translation initiation.

A more quantitative indicator of the translational activity was obtained by calculation of the polysome content (PC). PC is the percentage of total rRNA in polysomal fractions (rRNA_P_/rRNA_TOT_) and is calculated as indicated in Materials and Methods. In control seedlings, almost 20% of the ribosomal subunits are included in polysomes, whereas heat stress reduced the PC to less than 10% (Figure 1D). All together, these results indicate that global translation is reduced by a 50% during the response to heat stress in Arabidopsis and that this reduction is likely related with a defect in the translation initiation.

### Heat stress induces rapid alterations in the translational status of individual mRNAs

Although general translation is decreased in response to high temperatures in Arabidopsis, relative variations in the translation efficiency of the different mRNAs could significantly alter the accumulation of the encoded proteins and regulate the stress response. In addition, changes in the association of mRNAs to polysomes under different conditions could reflect differences in total mRNA abundance due to transcriptional regulation. To evaluate the relevance of the translational regulation in response to high temperatures at the individual mRNA level and to rule out the contribution of transcriptional changes to the association of the individual mRNAs to polysomes, microarray hybridization of total and polysome-bound mRNAs was performed using Arabidopsis whole-genome Affymetrix ATH-1 platform. This system allows controlling the expression of 22810 probe sets, which correspond with approximately 24000 genes. 

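Seedlings of Arabidopsis thaliana, 7 days old, were kept at 22°C or moved to 38°C for 45 min, and total mRNA (mRNA_TOT_) and polysome-bound mRNA (mRNA_PB_) of each were hybridized to ATH-1 arrays, short-oligonucleotide arrays on which a set of probes reports 1 or several genes. There were 4 groups of 2 arrays each, 8 arrays in all, and total and polysome-bound RNA came from the same 4 seedling samples. The deposited values are log2 signals that the authors made by robust multi-array averaging (RMA). The authors also multiplied the heat-stressed polysome-bound values by the relative polysome content of each replicate, and the deposited columns carry this factor. Their array means are 5.30 and 5.25 on the log2 scale, against 6.15 to 6.18 on the other 6 arrays. Accordingly, the factor (0.558 and 0.538) was not applied again, and it was divided out where a probe set was compared with the array average. Of the 22810 probe sets, 13513 had 1 gene in the annotation used here, 503 had several and 8794 had no gene listed, and only those with 1 gene are named. Heat effects were fitted with limma on all 8 arrays, 1 mean per group, with Benjamini-Hochberg adjustment over all probe sets. A change was called at an adjusted p under 0.05 and at least 2-fold. The 2 arrays per group limit the precision. In simulated data of this size, with 200 probe sets changed, the fit called 86% of those that changed by 2 on the log2 scale in total mRNA.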

The experimental design for obtaining the biological replicates is illustrated in Figure 2A. The relative amount of each transcript in the different samples was first evaluated using FIESTA interactive server [36]. With an arbitrary two-fold cut-off (FDR<0.05), 977 mRNAs increased their abundance in response to heat, whereas only 482 mRNAs were found to be more associated to polysomes (Figure 2B). On the other hand, 1453 mRNAs decreased their total mRNA level, while 8555 were less loaded in polysomes upon heat treatment. 

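Among probe sets of 1 named gene, 5 of the 10 largest rises in mRNA_TOT_ were of small heat shock protein mRNAs. Of 8 small heat shock protein genes with a named probe set, which encode chaperones that hold unfolding proteins, 7 rose in mRNA_TOT_ and 7 in mRNA_PB_, and the counts were also 7 and 7 when adjusted over the list alone. AT1G53540, 1 of them, rose by 9.88 on the log2 scale in mRNA_TOT_ (standard error 0.57, n = 2 arrays per group, adjusted p = 9.13e-05 from limma). AT1G52560, another, rose by 9.34 (standard error 0.24, adjusted p = 4.54e-06 from limma). At 22°C both were dim in mRNA_TOT_, AT1G53540 at 4.13 and AT1G52560 at 4.00, and the size of a rise from such a level is uncertain. Of 7 genes of the HSP70, HSP90 and HSP100 families and their co-chaperones, 6 rose in mRNA_TOT_ and 6 in mRNA_PB_ (also 6 and 6 adjusted over the list alone). Among these, Hop3, a co-chaperone that links HSP70 to HSP90, rose by 7.90 on the log2 scale (standard error 0.20). Relative to all genes, limma's camera called the small heat shock proteins up in mRNA_TOT_ (median log2 7.97, adjusted p = 8.6e-10; adjusted p = 0.194 with an estimated correlation). Over the whole array, 1055 probe sets rose in mRNA_TOT_ and 471 in mRNA_PB_ by the limma fit. Under limma's treat test against a 1.5-fold change 616 rose in mRNA_TOT_, and with 1 value per gene 547 genes rose in mRNA_TOT_ and 241 in mRNA_PB_. Without the polysome-content factor 1079 probe sets rose in mRNA_PB_.

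**Figure D1:**
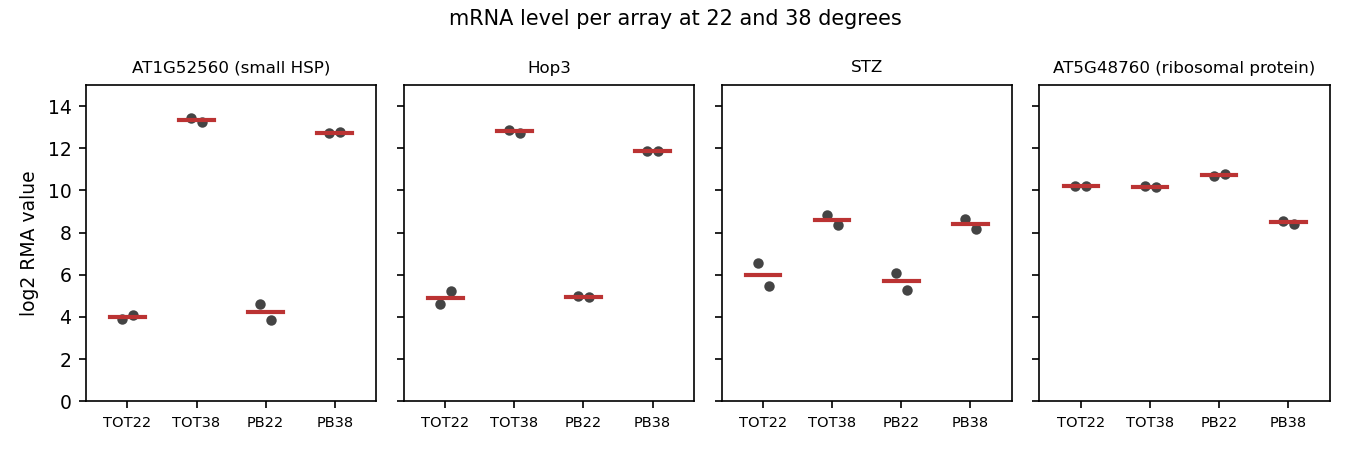
Log2 RMA values (vertical axis) of 4 mRNAs on each array of total (TOT) and polysome-bound (PB) RNA at 22°C and 38°C; dots are arrays, lines are means of 2 arrays, and PB38 carries the polysome-content factor. AT1G52560 lies at 3.92 and 4.07 in TOT22 and at 13.43 and 13.23 in TOT38, whereas AT5G48760 stays between 10.16 and 10.21 in total RNA and lies at 8.56 and 8.41 in PB38.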

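The mRNA of AT3G44450 fell most in both populations, by 4.31 on the log2 scale in mRNA_TOT_ (standard error 0.48, n = 2 arrays per group, adjusted p = 0.00149 from limma) and by 5.42 in mRNA_PB_ (adjusted p = 0.000202 from limma). GH9C2, a member of a cellulase family, had a log2 change of -3.76 in mRNA_TOT_ and of -4.42 in mRNA_PB_ (standard error 0.18 for both). HTB2, which encodes a histone, had log2 changes of -2.22 and -2.54 and was 1 of 5 histone genes, of which 1 fell in mRNA_TOT_ and 2 in mRNA_PB_ (also 1 and 2 adjusted over the list alone). Of 130 cytosolic ribosomal protein genes, 6 fell in mRNA_TOT_ and 115 in mRNA_PB_, and none rose in either (the same counts adjusted over the list alone). Without the polysome-content factor, 32 of them and 1 of the histone genes fell in mRNA_PB_. Over all probe sets, 1604 fell in mRNA_TOT_ and 8421 in mRNA_PB_ by the limma fit. The fall in mRNA_PB_ includes the factor, without which 1480 probe sets fell. Under limma's treat test 706 fell in mRNA_TOT_, with arrays centred on their medians 1068, and with 1 value per gene 801 genes fell in mRNA_TOT_ and 4646 in mRNA_PB_. Probe sets that rose made up 39.7% of the calls in mRNA_TOT_, against 58.5% with arrays centred on their medians, a scaling that moved the median of all probe sets by 0.21 on the log2 scale, and 50.8% after cyclic loess.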

Venn diagrams were used to further quantify these data (Figure 2C). 457 mRNAs were found to be up-regulated both in their steady-state levels and association to polysomes in response to heat, while the abundance of 520 and 25 transcripts was found to be increased only in mRNA_TOT_ (blue) or mRNA_PB_ (red), respectively. 

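Most mRNAs that rose in polysomes also rose in total RNA. BZIP28, a membrane-tethered transcription factor of the unfolded protein response, rose in both, by 2.04 on the log2 scale in mRNA_TOT_ and by 1.41 in mRNA_PB_ (standard error 0.14 for both, n = 2 arrays per group, adjusted p = 0.000189 and 0.000261 from limma). AT1G72660 rose by 7.28 in mRNA_TOT_ and by 6.46 in mRNA_PB_ (standard error 0.17 for both), from dim levels of 4.08 and 4.11 at 22°C that leave the size of the rise uncertain. In all, 466 probe sets rose in both populations, 589 in mRNA_TOT_ alone and 5 in mRNA_PB_ alone, and 1 probe set changed in opposite directions. Passing the threshold in 1 population alone is not a test that the changes differ. When each comparison was fitted on its own 4 arrays, 25 rose in mRNA_PB_ alone, with 1 array left out 9 to 43 did, and without the polysome-content factor the 3 counts were 871, 184 and 208.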

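AT5G66985 fell in both populations, with a log2 change of -3.33 in mRNA_TOT_ and of -4.69 in mRNA_PB_ (standard error 0.17 for both, n = 2 arrays per group, adjusted p = 5.7e-05 and 1.95e-05 from limma). CHLM, an enzyme of chlorophyll synthesis, fell in mRNA_PB_ (log2 change -2.50, standard error 0.23, adjusted p = 0.00023 from limma) and had a log2 change of -0.18 in mRNA_TOT_ (adjusted p = 0.598 from limma). By the limma fit, 1604 probe sets fell in both populations, 6817 in mRNA_PB_ alone and 0 in mRNA_TOT_ alone. Without the polysome-content factor, which lowers every heat-stressed polysome-bound value alike, 1059 fell in both, 421 in mRNA_PB_ alone and 545 in mRNA_TOT_ alone.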

Regarding down-regulated transcripts, 1453 mRNAs were found to be co-ordinately down-regulated, while 7102 mRNAs were only differentially regulated at the translational level. These data clearly establish that the mRNA association to polysomes is mainly repressed in response to heat stress. Moreover, these findings point out the relevance of the translational regulation in response to high temperatures, as the number of mRNAs that are distinctly associated to polysomes is clearly higher than the number of transcripts with significant variations in their steady-state abundance. 

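By the limma fit, probe sets that rose made up 5.30% of the changed ones in mRNA_PB_. The share was 42.2% without the polysome-content factor, and 6941 of the falls were no longer called then.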

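Among mRNAs whose association to polysomes changed more or less than their level did, AT3G55170, which encodes a ribosomal protein, lay lowest: its heat effect in mRNA_PB_ minus that in mRNA_TOT_, without the polysome-content factor, was -1.80 on the log2 scale (standard error 0.16 with the seedling sample as block, n = 2 samples per temperature, adjusted p = 0.00553 from limma). CML37, which encodes a calmodulin-like protein and was dim at 22°C (3.09 in mRNA_PB_), lay at 1.32 (standard error 0.15, adjusted p = 0.0128 from limma in the same fit), and NET1D, an actin-binding protein, at 1.08 (standard error 0.20, adjusted p = 0.0422). These were calls of the fit that pairs total and polysome-bound arrays of 1 seedling sample, which placed 89 probe sets above and 222 below the average. Without that pairing limma called 0 above and 0 below, with 549 above and 783 below at an unadjusted p under 0.05. With no change at all, a share of 0.05 of the 22810 probe sets would pass that limit, so these counts alone do not show changes. The paired fit also called 0 when any array of heat-stressed seedlings was left out, 217 above and 300 below without either 22°C array of replicate 1, and 42 above and 141 below without either of replicate 2. In simulated data, the fit without pairing called 2.67% of probe sets that departed by 1 on the log2 scale and 57% of those that departed by 2, and the paired fit 38.3% and 88.7%. The simulation built in a correlation between arrays of 1 seedling sample, so the gain from pairing follows from its setting. From the higher number of mRNAs that changed in polysomes than in total RNA, the paper reasons that translational regulation is relevant in the response to high temperature. Apart from the arrays, the paper reports reduced labelling of new proteins and a measured fall of the polysome content, from which the factor was made.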

Altogether, these data suggest that translation constitutes an important layer for the regulation of gene expression during heat stress conditions.

**Figure 2:**
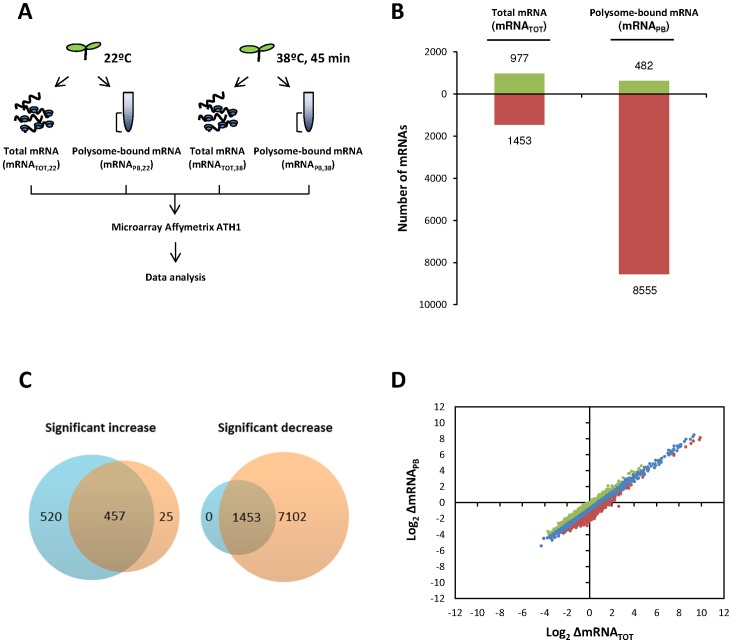
Comparison of heat-induced changes in steady-state and polysome bound mRNAs from Arabidopsis seedlings. (**A**) Illustration of the experimental design. Total and polysome-bound mRNA from control or heat-stressed seedlings were isolated in parallel for microarray hybridization to Arabidopsis whole-genome Affymetrix ATH-1 platform and subsequently analyzed. (B) Graphic representation of the number of mRNAs with ≥2-fold variations in steady-state levels (mRNA_TOT_) or in polysome association (mRNA_PB_) in response to the heat treatment. Green and red colors represent upregulated and downregulated mRNAs under heat stress, respectively. (**C**) Venn diagrams of heat-stress upregulated and downregulated mRNAs. mRNAs that only experienced significant variations in steady-state levels (≥2-fold variations in mRNA_TOT_, FDR<0.05) are shown in blue, those that only experienced significant changes in their association to polysomes (≥2-fold variations mRNA_PB_, FDR<0.05) are shown in red. Merged section included those transcripts that significantly changed at both, transcriptional and translational, levels (≥2-fold variations in mRNA_TOT_ and mRNA_PB_, FDR<0.05) in response to the heat treatment. (**D**) Genome-wide comparison of the heat-induced changes in the transcriptome (x-axis, log_2_ΔmRNA_TOT_) and the translatome (y-axis, log_2_ΔmRNA_PB_). The log_2-_values of the fold changes were plotted for all the probe sets included in the Affimetrix ATH-1 microarray (n = 22810). mRNAs with an average translation efficiency (log_2_ΔmRNA_PB_/ΔmRNA_TOT_) are shown in blue, while mRNAs with ≥1.5 or ≤1.5 fold the average translation efficiency are shown in green and red, respectively.

For a more detailed analysis individual changes in total mRNA in response to heat (ΔmRNA_TOT_) were plotted, as log_2_-transformed values, against the heat induced mRNA variations in polysome binding (ΔmRNA_PB_) (Figure 2D). After 45 minutes at 38°C, broad changes in both transcription and association to polysomes were detected in a range of more than 500-fold (∼2^9^), demonstrating that both processes play an important role in the heat stress regulation of gene expression. 

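Both ends of the range were set by named genes. AT1G53540 stood at the top in mRNA_TOT_, and AT1G52560 in mRNA_PB_, where it rose by 8.49 on the log2 scale from a dim 4.24 (standard error 0.24, n = 2 arrays per group, adjusted p = 1.13e-05 from limma). AT3G44450 stood at the bottom of both. The span from lowest to highest log2 change was 14.2 in mRNA_TOT_ and 13.9 in mRNA_PB_.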

For the majority of messengers (blue), heat induced a decrease of 50% in average in their association to polysomes (Log_2_ΔmRNA_PB_). 

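The 21302 probe sets within 1.5-fold of the average relative translation efficiency had a mean log2 change of -0.87 in mRNA_PB_, a geometric mean of 54.8% of their 22°C level, and of -0.02 in mRNA_TOT_. These values include the polysome-content factor, whose log2 is -0.84 and -0.89 in the 2 replicates.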

Although decreased, the change in polysome binding in this group tightly correlates with the variations in total mRNA (Log_2_ΔmRNA_TOT_). In contrast, for a relevant group of transcripts (1389 genes covering the 8.6% of the analyzed genes), variations in polysome association is not as directly determined by changes in steady-state levels (Figure 2D dots in green and red), indicating that their translation regulation in response to heat should be more complex.

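In these 21302 probe sets, the heat effects in mRNA_TOT_ and mRNA_PB_ had a Pearson's r of 0.950 and a Spearman's rho of 0.864 across probe sets, which are not independent replicates. These probe sets were grouped by the ratio of both changes, which keeps r high within any such group: r was 0.983 (rho 0.956) in the 1009 probe sets below the group and 0.993 (rho 0.991) in the 499 above it. Over all 22810 probe sets r was 0.928 and rho 0.830. For replicate 2 alone r over all probe sets was 0.886.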

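Probe sets away from the average relative translation efficiency include AT5G53680, with a log2 change of 5.65 in mRNA_TOT_ and 5.94 in mRNA_PB_ (standard error 0.45 for both, n = 2 arrays per group, adjusted p = 0.000397 and 0.000136 from limma), a probe set dim at 22°C (4.05 and 3.09) whose changes are therefore of uncertain size, and AT5G38520, with -0.23 and -2.44 (standard error 0.20 for both, adjusted p = 0.427 and 0.000161 from limma). Over genes with a named probe set, 777 of 13355, or 5.82%, had a relative translation efficiency at least 1.5-fold above or below the average. With 1 array left out the number was 1026 to 1661, and 356 genes lay past the limit on the same side in each of the 2 replicates. Over all probe sets it was 1508, or 6.61%, with 1009 below and 499 above. No test enters these counts. The numbers with 1 array left out all exceeded 777. Such a refit rests on 1 array in 1 group and keeps the other array of that seedling sample, so they give no range around 777.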

In order to validate the microarray data, qRT–PCR analyses were performed to assess the variations in the levels of 18 transcripts in total RNA (ΔmRNA_TOT_, Figure 3A) and polysome-associated populations (ΔmRNA_PB_, Figure 3B). 

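Of the 18 genes, 4 had a probe set of 1 gene in the annotation used here. AT5G02940 fell in both populations (log2 change -2.27 in mRNA_TOT_ and -2.22 in mRNA_PB_, standard error 0.36, n = 2 arrays per group, adjusted p = 0.00545 and 0.00141 from limma). AT3G28900 fell in mRNA_PB_ (log2 change -2.31, standard error 0.25, adjusted p = 0.000341 from limma) and had a log2 change of -0.37 in mRNA_TOT_ (adjusted p = 0.311). AT2G21580 likewise fell in mRNA_PB_ (log2 change -2.06, standard error 0.16, adjusted p = 0.000136 from limma) and had -0.32 in mRNA_TOT_ (adjusted p = 0.176). GH3.3, which encodes an enzyme that conjugates auxin to amino acids, rose by 1.19 in mRNA_PB_ (standard error 0.40, adjusted p = 0.0277 from limma) and had a log2 change of 1.20 in mRNA_TOT_ (adjusted p = 0.0726). With the replicate number as a block, a pairing across temperatures that the paper does not state, it was also called in mRNA_TOT_. In mRNA_TOT_ it passed with arrays centred on their medians (adjusted p = 0.04) or without TOT38 replicate 2 (adjusted p = 0.0402). Its call in mRNA_PB_ was lost without PB22 replicate 2 (adjusted p = 0.15) or without PB38 replicate 1 (adjusted p = 0.135). The other genes of the panel had no named probe set here.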

Among the different genes included in the analysis, a similar number of candidates from the different categories established in Figure 4A were selected. In general, the qRT–PCR results showed a good correlation with the microarray data. Moreover, the translation efficiencies (ΔmRNA_PB_/ΔmRNA_TOT_) obtained by qRT-PCR were almost identical to the microarray data for all the transcripts evaluated (data not shown). Thus, the qRT–PCR analysis confirmed the absence of biases imposed by the methodology adopted and validate the microarray results.

**Figure 3:**
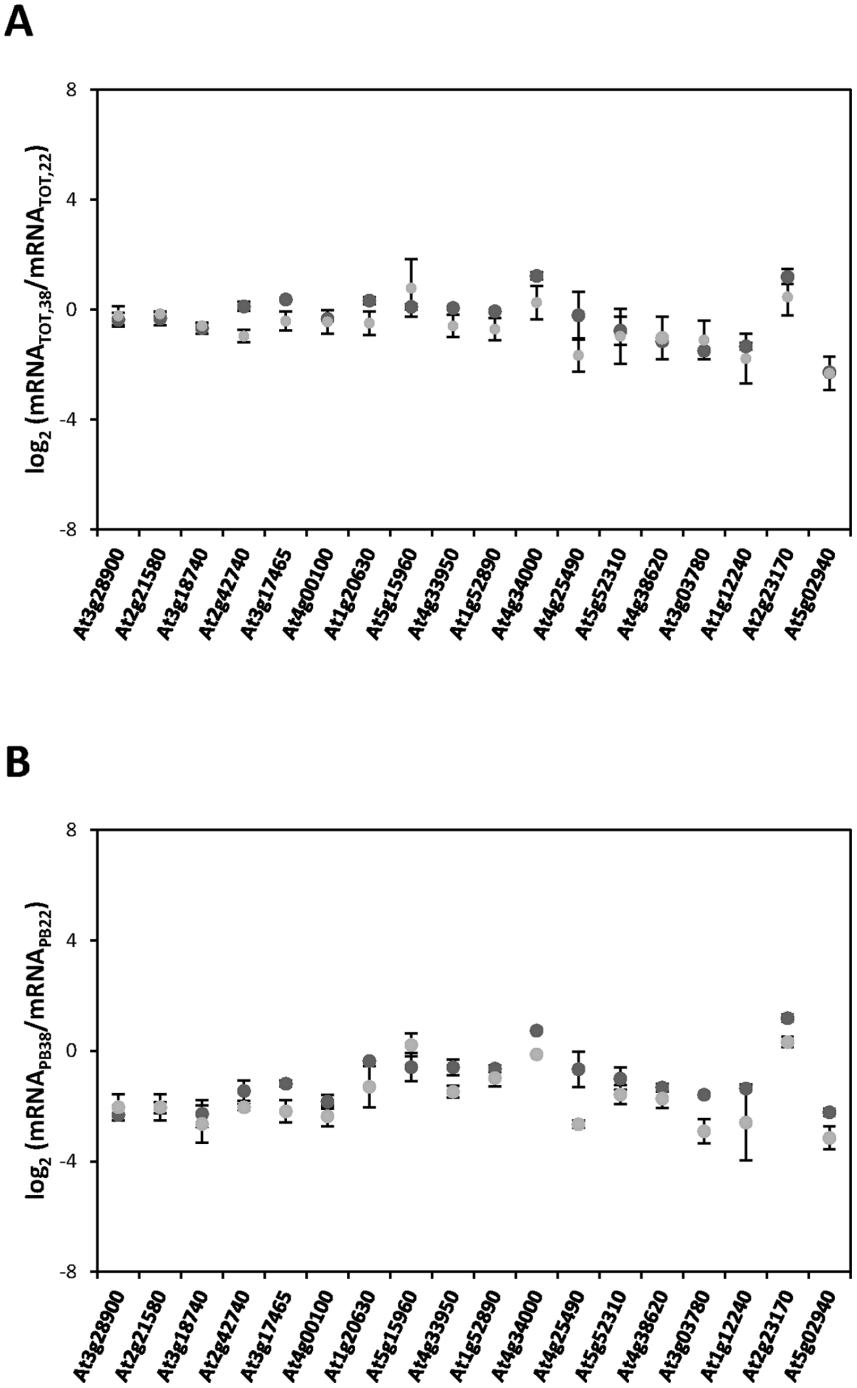
Confirmation of the heat-induced changes in transcriptome and translatome observed in the ATH-1 hybridization arrays by qRT–PCR. For a representative group of mRNAs, the log_2_ changes in response to heat stress in steady-state levels (**A**) and in polysome-bound abundance (**B**) obtained from the ATH-1 hybridization arrays (dark-grey circles) were compared with the corresponding data obtained by the analysis of three independent biological replicates by qRT-PCR (light-grey circles). Mean (points) and standard deviations from the different replicates are shown.

**Figure 4:**
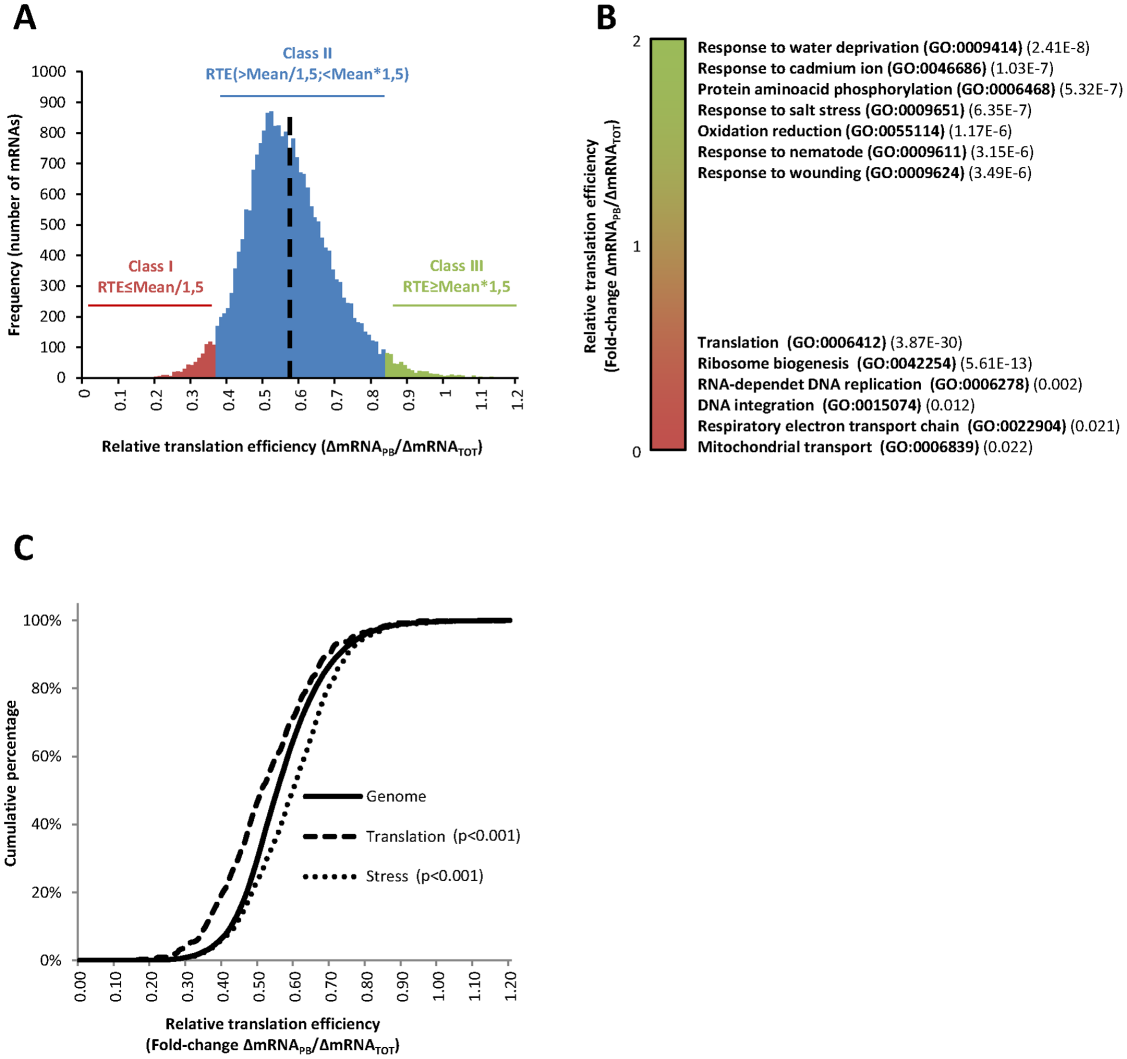
Heat selectively regulates translation of functionally relevant cohorts of mRNAs. (**A**) Density distribution of the relative translation efficiencies (ΔmRNA_PB_/ΔmRNA_TOT_) of the mRNAs selected for the bioinformatics analysis (n = 16098) in response to heat-stress. The average relative translation efficiency of the distribution (0.564) is shown as a dotted black line. The categories, in which mRNAs were classified for subsequent analysis, are also shown in the figure. Class I (red; n = 696) and Class III (green; n = 456) included mRNAs with a relative translation efficiency ≤1.5 fold or ≥1.5 fold the average translation efficiency of the distribution, respectively. Class II (blue; n = 14946) included the rest of the genes within the described parameters. (**B**) Functional analysis of the selected mRNAs according to their relative translation efficiencies using FatiScan software. Translation efficiencies were graphically ranked in green (ΔmRNA_PB_/ΔmRNA_TOT_≥1) to red (ΔmRNA_PB_/ΔmRNA_TOT_≤1) and the most significant GO terms enriched along the ranking were annotated on the right with the adjusted p-values. (**C**) Distribution (expressed as a cumulative percentage) of the relative translation efficiencies in response to heat stress for mRNAs in the whole Arabidopsis genome (solid line), genes related with the GO term “translation” (dashed line) or genes related with the GO term “stress” (dotted line). K–S test was used to statistically examine the variations in the distributions, using the whole genome as reference. The corresponding p-values are indicated in the figure.

### Heat stress mediates rapid changes in the translation efficiency of cohorts of mRNAs that are relevant for the stress response

In order to evaluate the extent of the translational regulation, the different analyzed mRNAs were classified according to their relative translation efficiency in response to heat stress (ΔmRNA_PB_/ΔmRNA_TOT_) (Figure 4A). 

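Over 13355 genes, the relative translation efficiency, ΔmRNA_PB_ over ΔmRNA_TOT_ from the means of 2 arrays per group, averaged 0.555, with 0.565 and 0.555 in replicates 1 and 2 (SD between them 0.0066), and its median was 0.543. Chaperone mRNAs lay near it, with a median of 0.515 for the 8 small heat shock protein genes. Some of these were dim at 22°C, such as AT1G52560 at 4.00 in mRNA_TOT_ and 4.24 in mRNA_PB_, so their ratios are uncertain. Without the polysome-content factor the average was 1.01. With the factor kept and arrays scaled to the poly-A spike-in controls, an alternative chosen after the data were seen, it was 1.05.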

The mRNAs were scattered following a normal distribution with an average relative translation efficiency of 0.564 (dotted black line), which corresponds, approximately, with the observed 50% decrease in polysome association. However, as above-stated, some transcripts were especially more resistant or sensitive to the general translational repression. Accordingly, mRNAs were divided in three groups. 

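Ribosomal protein mRNAs were frequent among the most sensitive ones, and AT5G48760, which encodes 1, had a relative translation efficiency of 0.213. AT5G03050 had 0.186. In all, 503 genes, or 3.77%, lay at or under the average divided by 1.5, and 273 did so in each of the 2 replicates. Replicate 2 alone placed 1046 genes there. Leaving out 1 array gave 648 to 900 genes. These refits rest on 1 array in 1 group and all gave more than 503, so they are no range around it. The classes rest on the ratio of means and not on a test.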

Class I (Figure 4A, red; n = 696) included mRNAs with a relative translation efficiency ≤1.5 fold the average translation efficiency of the distribution, which were especially sensitive to the general translation inhibition. 

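CML37 had a relative translation efficiency of 1.37, and AT4G19430 of 1.16. Both were dim at 22°C, CML37 at 3.09 and AT4G19430 at 2.79 in mRNA_PB_, close to the median of 2.86 of the trp control probe sets, so the size of these ratios is uncertain. At or over 1.5 times the average lay 274 genes, or 2.05%, and 83 did so in each of the 2 replicates. With replicate 2 alone there were 679, with only genes whose highest group mean was at least 6 on the log2 scale 153, and with 1 array left out 369 to 761. Across genes, the relative translation efficiencies of the 2 replicates, matched across temperatures by their number, had an r of 0.411 on the log2 scale. The refits with 1 array left out all gave more than 274 and are no range around it.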

In Class III (Figure 4A, green; n = 456), the mRNAs with a relative translation efficiency ≥1.5 fold the average translation efficiency of the distribution were included. These mRNAs were slightly resistant to the general translation inhibition observed upon heat stress. Class II (Figure 4A, blue; n = 14946) included the rest of the genes, which showed an average translation efficiency.

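The remaining 12578 genes held most of the chaperone mRNAs: of the 8 small heat shock protein genes 1 was in Class I and 0 in Class III, and of the 7 genes of HSP70, HSP90, HSP100 and co-chaperones 1 was in Class I and 0 in Class III. AT5G48570, a peptidyl-prolyl isomerase among the latter, had a relative translation efficiency of 0.525.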

In order to explore whether selective translation regulates specific aspects of the response of plants to the high temperatures, the enrichment in Gene Ontology (GO) terms along the distribution was analyzed using FatiScan (Babelomics 4.3 suite) [40]. This software allowed to scan the ranked list of mRNAs according to the relative translation efficiency (ΔmRNA_PB_/ΔmRNA_TOT_) and to identify enriched GO categories in the top or the bottom of the list (Figure 4B). Similar translational regulation of genes related with specific biological processes was observed, pointing out the physiological relevance of this translational control. 

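Of the 56 genes of the response to water deprivation, salt, cold and abscisic acid in a list drawn up here, 5 had a named probe set, and all 5 were above the average relative translation efficiency in both replicates. Their median was 0.763, against 0.543 for the other genes. COR47, which encodes a dehydrin, rose in mRNA_TOT_ (log2 1.65, standard error 0.28, n = 2 arrays per group, adjusted p = 0.00769 from limma) and in mRNA_PB_ (log2 1.06, adjusted p = 0.0109) and had a relative translation efficiency of 0.664. Against all genes, limma's camera gave the 5 genes an adjusted p of 0.198, and of 0.00235 with the seedling sample as block (adjusted p = 0.695 with an estimated correlation). In that paired fit 1 of the 5, STZ, was called above the average, and 2 when adjusted over the list alone. The paper names STZ as preferentially translated, in part from these same arrays, so the list is not a separate check of that choice. No wounding gene of the list had a named probe set, and the paper's own gene sets were not used here.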

Especially resistant mRNAs (Figure 4B, green) were enriched, among others, for genes related to the stress response caused by: water deprivation (GO:0009414, 2.41E-8), cadmium ion (GO:0046686, 1.03E-7), salt (GO:0009651, 6.35E-7), nematode (GO:0009611, 3.15E-6) and wounding (GO:0009611, 3.49E-6). Protein phosphorylation (GO:0006468, 5.23E-7) and oxidation-reduction processes (GO:0055114, 1.17E-6) were also over-represented. In contrast, especially sensitive mRNAs (Figure 4B, red) were significantly enriched, among others, for metabolic functions related with translation (GO:0006412, 3.87E-30) and ribosome biogenesis (GO:0042254, 5.61E-13). 

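Cytosolic ribosomal protein mRNAs lay below the rest. Of 130 such genes, 101 were below the average relative translation efficiency in both replicates, matched across temperatures by their number, and 8 above it in both. Their median was 0.430, against 0.543 for the other genes, and without the polysome-content factor their median log2 difference between the heat effects in mRNA_PB_ and mRNA_TOT_ was -0.35. AT2G27720, which encodes a protein of the ribosomal stalk, was at -1.35 (standard error 0.18 with the seedling sample as block, n = 2 samples per temperature, adjusted p = 0.0191 from limma). AT5G67510, another ribosomal protein gene, was at -0.94 (standard error 0.15, adjusted p = 0.0288 in the same fit). Limma's camera, with its preset correlation of 0.01, called the list below all genes (adjusted p = 2.87e-21; adjusted p = 0.688 with an estimated correlation). No list called by camera in any of the 3 comparisons was still called with an estimated correlation, not even the small heat shock proteins in mRNA_TOT_. Of single members, limma called 0 below the average without pairing (20 adjusted over the list alone) and 19 with the seedling sample as block (54 below and 1 above adjusted over the list alone).

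**Figure D2:**
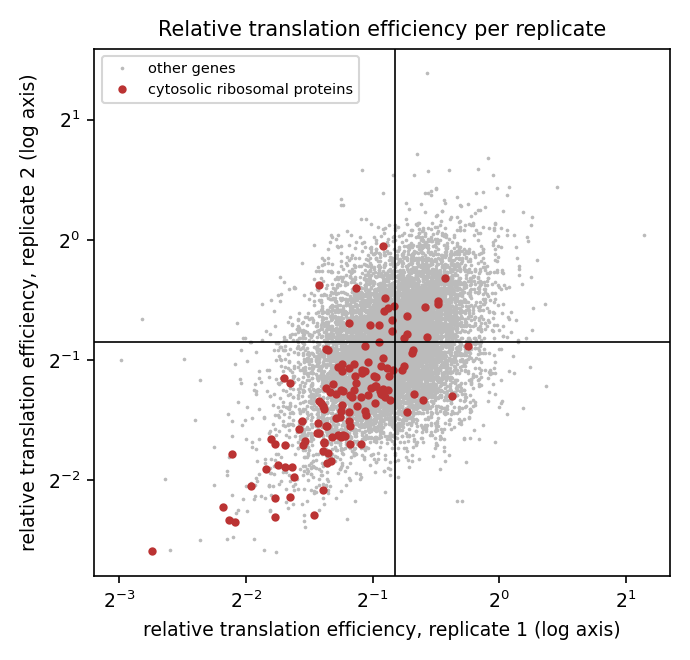
Relative translation efficiency of each gene in replicate 1 (horizontal log axis) and replicate 2 (vertical log axis); each point is a gene, red points are the 130 cytosolic ribosomal protein genes, and black lines mark the average of each replicate. Of the red points, 101 lie below both averages and 8 above both. Replicates are matched across temperatures by their number.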

Similar results were retrieved when the genes included in the 3 translational classes referred before were individually analyzed with GeneCodis [37], [38], [39] (data not shown). As expected, Class I was enriched in genes related to translation while Class III was enriched in genes related to stress response. 

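Class I held 38 of the 130 cytosolic ribosomal protein genes, or 29.2%, and Class III held 0 (for Class I, odds ratio 11.3, two-sided Fisher's exact test over genes, p = 7.88e-24). Mitochondrion-encoded genes, which encode mostly respiratory subunits, had 6 of 11 in Class I and 0 in Class III. Their probe sets were dim at 22°C (median 3.93 in mRNA_TOT_ and 3.72 in mRNA_PB_), so these ratios are uncertain. Of 69 plastid-encoded genes, 14 were in Class III, or 20.3%, and 6 in Class I (two-sided Fisher's exact test, p = 9.48e-11 for Class III and 0.0451 for Class I). The direction of this list against all genes turned without TOT22 replicate 1, in a refit that kept the polysome-bound array of the same seedling sample. The median signals of this list at 22°C differed between the samples in both populations, 10.16 and 8.86 in total and 8.89 and 7.68 in polysome-bound RNA. Of the 5 genes of the water deprivation, salt, cold and abscisic acid response, 1, STZ, was in Class III and 0 in Class I (two-sided Fisher's exact test for Class III, p = 0.0985). Genes are not independent replicates in these tests.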

In order to confirm whether these results could also apply for other genes involved in these categories, cumulative curves were plotted separately for mRNAs in the whole Arabidopsis (solid line) genome, for genes related with the GO term “translation” (dashed line) or for genes related with the GO term “stress” (pointed line), and the distribution of the relative translation efficiency of the corresponding mRNAs in each group was analyzed (Figure 4C). 

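The distribution of relative translation efficiencies of the 130 cytosolic ribosomal protein genes was shifted from that of the other genes by a Kolmogorov-Smirnov D of 0.471 (permutation test against 100000 random sets of genes, p = 1e-05, the smallest they can give). For the 5 genes of the water deprivation, salt, cold and abscisic acid response, among them STZ, D was 0.842 (permutation test, p = 0.00012), and for the 8 small heat shock proteins 0.288 (permutation test, p = 0.445). Random sets take genes as independent. Limma's camera with an estimated correlation, which does not, gave an adjusted p of 0.688 for the ribosomal protein genes and of 0.703 for the 5 genes of the stress response, so that neither was called. That setting did not call the small heat shock proteins in mRNA_TOT_ either (median log2 7.97, adjusted p = 0.194), so it cannot decide the question here. Limma's fry also keeps the correlation between genes but asks whether a list departs from the array average. It gave an unadjusted p of 0.0327 for the ribosomal protein genes and of 0.505 for the 5 genes.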

Under heat stress, the translation efficiency of genes related with “translation” is clearly reduced when compared with the whole Arabidopsis genome, while genes related with the “stress” response are more efficiently translated. The Kolmogorov-Smirnov (K–S) test, which was used to statistically examine the variations in the distributions, confirmed the significance of these data (p<0.001). Thus, mRNAs coding for components of the protein synthesis machinery, a highly energy consuming activity, are negatively regulated at the translational level in response to heat, while the translation of mRNAs encoding proteins that mediate the stress response is selectively activated.

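The chaperone lists did not pass the test for a change in translation efficiency. Some of their mRNAs were dim at 22°C in mRNA_TOT_ and mRNA_PB_: AT1G52560 lay at 4.00 and 4.24, Hop3 at 4.9 and 5.0. For these the ratio at 22°C is uncertain, and the lack of a call does not show an average change. The median log2 difference between the heat effects in mRNA_PB_ and mRNA_TOT_ was -0.09 for the 8 small heat shock proteins and -0.06 for the 7 genes of HSP70, HSP90, HSP100 and co-chaperones (adjusted p = 0.565 for each from limma's camera). For the 5 genes of endoplasmic reticulum chaperones and the unfolded protein response it was 0.18 (adjusted p = 0.565), for 4 antioxidant enzymes 0.09 (adjusted p = 0.565), and for 7 WRKY transcription factors 0.10 (adjusted p = 0.469). Among the small heat shock proteins the call depended on 1 array: without PB22 replicate 2 they lay below all genes (adjusted p = 1.52e-05), and without PB22 replicate 1 the direction turned upward (adjusted p = 0.0756).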

In order to analyse the different patterns of mRNA polysome association imposed by high temperatures and further characterize the implication of the translational regulation in the modulation of key genes involved in the stress response and in ribosomal function, the heat-induced variations in distribution through the sucrose gradient of some individual mRNAs, which encode master regulators of the stress response, as STZ/ZAT10 (At1g27730) and DREB2B (At3g11020), or relevant ribosomal proteins, as the ribosomal protein S9 (At1g74970) and S13A (At4g00100), was evaluated by qRT-PCR (Figure 5 and S1). The relative amount of each mRNA in the different fractions was estimated from the Ct value and expressed as a percentage of the total mRNA in the gradient. The mRNA coding for the methyltransferase SDG7 (At2g44150) and ACTIN 2 (At3g18780) were used as controls. As shown in Figure 5A, the mRNA coding for SDG7 was displaced from the polysomal fractions in response to heat stress, in concordance with the average 50% reduction in polysome association observed in the ATH-1 arrays. The same binding pattern was observed for ACTIN2 (Figure 5B). However, according to the bioinformatic analysis, the mRNAs coding for the stress effector proteins STZ/ZAT10 and DREB2B (Figure 5C and 5D) were more actively associated or maintained its level of association to polysomes upon heat-stress, respectively. These results suggest that both were more efficiently translated than the mRNA bulk in these conditions. STZ/ZAT10 and DREB2B are two transcription factors [31], [45] that control the expression of numerous key stress-inducible genes. ZAT10 participates with DREB transcriptional factors in the activation of the stress signaling cascade, as they bind to cis-acting promoter sequences and control the expression, among others, of the cold regulated (COR) genes [46]. COR genes are considered key factors in the establishment of the stress response as they are coordinately transcribed and act in concert to enhance tolerance to different abiotic stress conditions in plants [47]. As, among other stress effectors, *STZ/ZAT10* and *DREB2B* are better engaged into polysomes under heat stress, these results highlight the relevance of the differential translation of master regulators in the proper establishment of the plant stress response to heat stress. On the opposite side, the mRNAs coding for the ribosomal protein S9 and the 40 S ribosomal protein S13A (Figure 5E and 5F) were significantly less associated to polysome in response to high temperatures and displaced to non-polysomal fractions, indicating that were strongly translationally repressed. All together, these results suggest that a selective regulation of the translation efficiency is fine-tuning the levels of gene expression to establish the stress response and to adapt plant metabolism in response to high temperatures.

**Figure 5:**
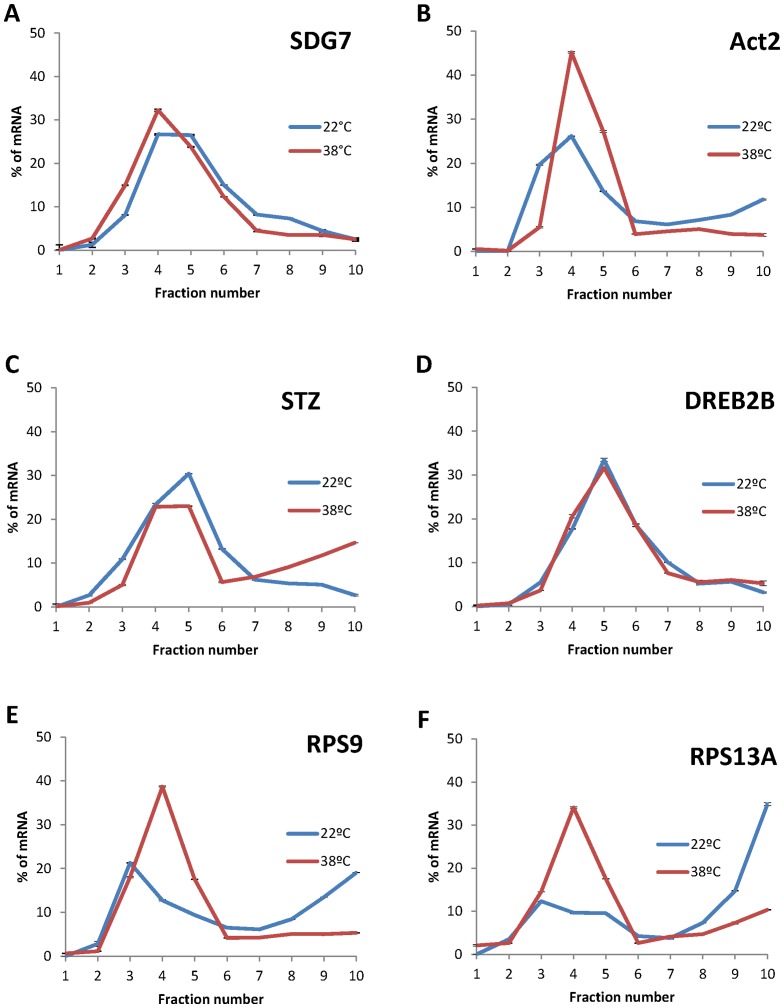
Heat-induced changes in polysome association for functionally relevant mRNAs. The distribution through the different fractions of a representative polysome gradient of the mRNAs coding for SDG7 (**A**), ACTIN2 (**B**), STZ/ZAT10 (**C**), DREB2B (**D**), the ribosomal protein S9 (**E**) and the 40′S ribosomal protein S13A (**F**) was analyzed by qRT-PCR, as specified in materials and methods. The percentage of the mRNA content within the different fractions at 22°C and 38°C are indicated in blue and red, respectively. Standard deviations were calculated from technical repeats.

### Differential translation in response to heat stress is partially defined by specific mRNA features

As inferred from the figures 2D and 4A, (green and red in these figures) a relevant group of mRNAs is differentially regulated at the translational level in response to high temperatures in Arabidopsis. In order to identify the individual features in the transcripts that could mediate their selective translation in this situation, correlations of their presence with the allocation of the mRNAs to the three translational functional groups were analyzed. Data sets for the cDNA, CDS, 5′-UTR and 3′-UTR sequences were retrieved from The Arabidopsis Information Resources (TAIR). The representative gene model was used as reference for each gene in the analysis. Only genes with complete information for all the different features analyzed were considered (n = 16098). The results are included in Table 1. Kolmogorov-Smirnov (K–S) test was used to validate the variations in the distribution of the individual features among the established groups, and statistically significant differences with a positive correlation with the relative translation efficiency were highlighted by an asterisk. In order to find out the characteristics that are representative of the whole set of mRNAs analyzed and discard those whose effect can be produced by a reduced group of particular genes, only features with relevant differences in the average value that displayed statistically different cumulative curves among the distinct three classes were considered relevant.

**Table 1:** Analysis of the representative features within the mRNAs in the different translation classes.

Feature analyzed	Class I	Class II	Class III
**Number of mRNAs**	696	14946	456
**cDNA length (nts)**	1204*	1641*	2323*
**CDS length (nts)**	857*	1279*	1981*
**5′-UTR length (nts)**	121	139	126
**5′-UTR G+C content (%)**	42.33*	37.61*	36.07*
**5′-UTR (1–10) G+C content (%)**	40.2*	36.3*	35.3*
**5′-UTR ΔG (kcal/mol)**	−21.13	−22.07	−18.63
**3′-UTR length (nts)**	226	223	216
**3′-UTR G+C content (%)**	32.29	31.64	31.02
**3′-UTR ΔG (kcal/mol)**	−40.69	−39.91	−37.49
**uAUG ≥1 (%)**	24.57	32.18	30.92
**uAUG ≥2 (%)**	11.21	15.84	14.47
**uAUG ≥3 (%)**	6.18	8.66	6.36
**uAUG ≥4 (%)**	3.59	5.09	3.73

Data sets for the indicated parameters of the representative gene models (n = 16098) were retrieved and analyzed as stated in Materials and Methods. Values are expressed as medians or as percentage when stated. Cumulative curves were plotted separately for all the features analyzed (data not shown). K–S test was used to validate the variations in the distribution of the individual features among the established groups, using Class II as reference. Statistically significant differences, with correlation with the relative translation efficiency, were highlighted by an asterisk (p<0.001).

Interestingly, translationally activated mRNAs (Class III) are 42% longer than the mean for the control group. In agreement with this positive correlation, translationally repressed mRNAs are, in average, 27% shorter than control mRNAs (Figure 6A). These results were unexpected, as previous studies in both yeast and human suggested a negative correlation of transcript length and translation efficiency [48], [49]. In order to further analyse this question, the influence of the cDNA length in the translation efficiency (mRNA_PB_/mRNA_TOT_) was evaluated separately at 22°C and 38°C. To do that, the mRNAs were divided in three different categories according to their cDNA length (<1000 nts in purple, 1000–2000 nts in orange, and >2000 nts in brown) and the distribution of the translation efficiency in each group was analyzed individually at both temperatures. In agreement with the previously published data, in control conditions the translation of shorter mRNAs is clearly favoured (Figure 6B). Thus, the effective translation of shorter mRNAs appears to be a conserved phenomenon in eukaryotic species. However, upon heat stress, long mRNAs are slightly better translated while short mRNAs are slightly worse translated (Figure 6C), explaining the results observed in Table 1. In order to assess if this mechanism could be also involved in the differential polysome loading of the genes related to stress and translation, cumulative curves were plotted separately to study the distribution of cDNA length in the whole Arabidopsis genome (solid line, n = 16098), within the genes in class I related with translation (dashed line, n = 70) or within the genes in class III related with stress (pointed line, n = 36) (Figure 6D). The repressed genes related with translation are clearly shorter (p<0.001) than the average in the genome, while the activated genes related with stress are clearly longer (p<0.001). These results indicate that cDNA length could be involved in the fine-tuned differential translational regulation in response to heat stress. Further analysis demonstrated that neither the 5′-UTR nor the 3′-UTR but the CDS length contribute to this translational control (Table 1).

**Figure 6:**
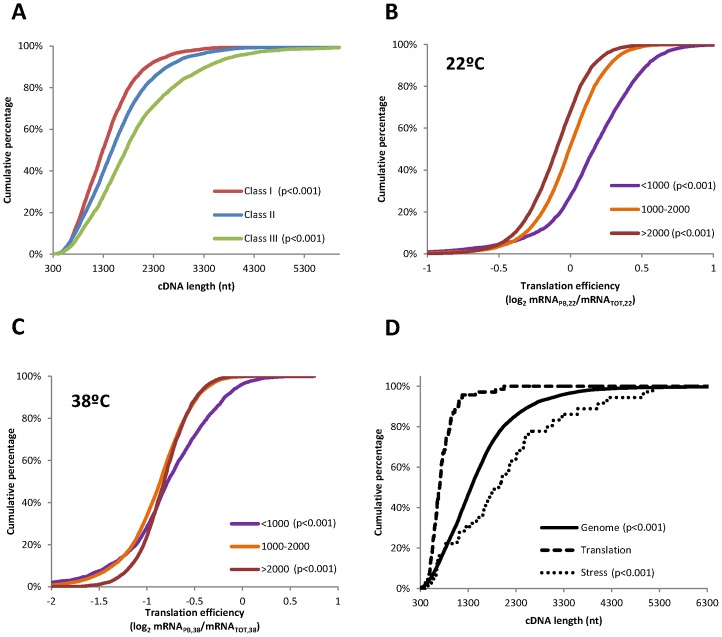
Heat selectively activates the translation of long mRNAs. (**A**) Study of the distribution of cDNA length among the three different translational classes described in Figure 4A. (**B–C**) Analyses of the distribution of the mRNA translation efficiencies according to the cDNA length. mRNAs were divided in three different categories according to their cDNA length (<1000 nts in purple, 1000–2000 nts in orange, and >2000 nts in brown) and the cumulative curves for the translation efficiencies within each cDNA length group were analyzed at 22°C or at 38°C, respectively. (**D**) Cumulative curves showing the distribution of cDNA length in the whole Arabidopsis genome (solid line, n = 16098), within the genes in class I related with translation (dashed line, n = 70) or within the genes in class III related with stress (pointed line, n = 36). In all cases, statistical differences were determined by K–S test, using Class II in (A), 1000–2000 nts cDNA length group in (B) and the whole genome in (C) as reference. The corresponding p-values are indicated.

Features as the structure or the presence of uORFs have been previously proven to affect mRNA translatability [9], [13]. In order to analyze if the differential translation observed under heat stress could be modulated by these features, the G+C content, the ΔG and the presence of uORF within the genes assigned to the different translational classes were also tested. Regarding the influence of the 5′-UTR in the differential translation, the G+C content was found to be related with the translation efficiency in response to heat stress (Table 1). None of the other features analyzed in the 5′-UTR were significantly influencing the translational behaviour of the mRNAs (Table 1). Average G+C content of plant 5′-UTR (42,4%) significantly differs from that of human (60,8%), other mammals (59,5%) or fungi (40,9%) [50], [51] and these differences could be related with the mechanisms by which translational control is exerted in response to stress. Our data in Table 1 and in Figure 7A showed that translationally active mRNAs have a low G+C content (36% on average), while translationally repressed transcripts have a high G+C content (42% on average). This mechanism of selection also influences the differential polysome loading of genes related with stress and translation allocated to class III and I, respectively (Figure 7B). The repressed genes related with translation (dashed line) had clearly higher 5′-UTR G+C content (p<0.001) than the average in the genome (solid line), while the activated genes related with stress (pointed line) had clearly lower 5′-UTR G+C content (p<0.001). As stable RNA structures in close vicinity to the 5′end may control mRNA translation modulating the eIF4F and ribosome binding, we assessed whether the differences on translatability within the 3 functional classes correlated with the G+C content within the first 10 nucleotides in the 5′end of the UTRs. Although, in agreement with a recent report [52], the translationally activated mRNAs (class III) showed a reduction in the G+C content in this region, similar reductions were also observed for those genes in class II and for those in class I (Table 1). These data suggest that differences in translation efficiency among the three different groups may be not directly related to this particular mRNA feature.

**Figure 7:**
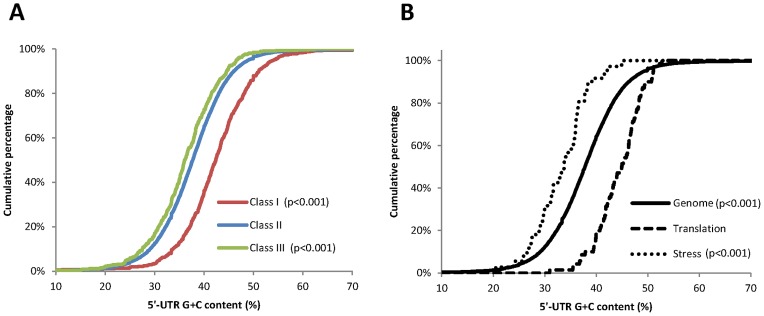
Heat selectively activates translation of transcripts with low 5′-UTR G+C content. Distribution analysis of the percentage of G+C content in the 5′-UTR of the mRNAs belonging to (**A**) the three translational classes described in Figure 4A or (**B**) within the whole Arabidopsis genome (solid line, n = 16098), within the genes in class I related with translation (dashed line, n = 70) or within the genes in class III related with stress (pointed line, n = 36). Statistical differences were determined by K–S test using class II or the whole genome as a reference in (**A**) and (**B**), respectively. P-values, to determine statistically significant differences, are also shown.

Differential translation of mRNAs could be modulated by conserved sequences within the 5′-UTR that may enhance recruitment of the translational machinery directly or through the interaction with RNA-binding proteins [16]. Thus, to further evaluate whether mRNA cis- acting sequences in the 5′-UTR of the analyzed genes are associated with the regulation of the translational status in response to high temperatures, a search for overrepresented cis-elements within the 5′-UTR of the different classes was performed using Multiple Em for Motif Elicitacion (MEME-ChIP) [42]. The co-occurrence of the identified overrepresented elements in the rest of the groups was evaluated using Find Individual Motif Occurences (FIMO) [43]. Not evident significantly enriched consensus sequences were found. However, among the activated genes related with “stress”, different long A-T rich clusters were over-represented (data not shown), which is in agreement with the lower G+C content in the 5′-UTR of these genes.

All together, these data indicate that the cDNA length and the 5′-UTR G+C content may participate in the discrimination mechanisms involved in the differential translation of cohorts of transcripts in response to high temperatures. Further characterization of these mechanisms could allow gaining knowledge on how plants respond to heat stress, as the final expression of genes involved in the establishment of the stress response seems to be modulated by this translational control.

## Discussion

### Translation is drastically inhibited in response to heat stress in Arabidopsis seedlings

Different environmental stresses, such as high salinity, dehydratation, hypoxia or cadmium intoxication, impact on mRNA translation promoting re-adjustments in protein synthesis [6], [7], . Our results also confirm that translation plays an important role in the reprogramming of protein production under heat stress in Arabidopsis seedlings. Sucrose gradient fractionation demonstrates that a heat shock treatment of 38°C for 45 min results in a reduction of a 50% in the association of mRNAs to the polysomal fractions (Figure 1D). This inhibition is similar to the decline in polysomal binding observed in *Oryza sativa* cells after 10 min of heat shock at 41°C [28] or after 2 hours of severe hypoxia of Arabidopsis seedlings [6]. However, it doubles the inhibition obtained after mild heat shock (10 min at 37°C) [15] or following moderate water deficit in Arabidopsis cells and rosette leaves[12].

All these data demonstrate that the experimental conditions selected for this study cause a severe stress in terms of translation regulation and reinforce the previous evidence that this effect differs markedly depending on the cell type, severity and the duration of the stress.

### General and differential mRNA translation upon heat stress in Arabidopsis seedlings

At the individual mRNA level, heat shock exerts a general effect on the translation of the majority of mRNAs, reducing in an approximately 50% their loading to the ribosomes. However, not all the transcripts follow this general trend (Figures 2D and 4A). For a relevant group of them (almost the 10% of the genome), translation does not merely act as a non-selective regulator of gene expression, but it plays an active role in the selection of mRNAs for ribosome binding. In this sense, genes involved in cell survival under different abiotic threats are preferentially translated under heat stress conditions (Figure 4B and 4C). This selectively translated group of mRNAs is highly enriched in genes coding for effector proteins in response to water deprivation, cadmium ion, salt stress or wounding (Figure 4B). The selective translation of stress related proteins reinforces the importance of translation as a key mechanism to facilitate recovery from environmental insults. 

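STZ, a zinc finger transcription factor, rose 6.11-fold in mRNA_TOT_ (log2 2.61, standard error 0.41, n = 2 arrays per group, adjusted p = 0.00554 from limma) and 6.59-fold in mRNA_PB_ (log2 2.72, adjusted p = 0.00113 from limma). Its relative translation efficiency was 1.08. The log2 difference between its heat effects, without the polysome-content factor, was 0.98 (standard error 0.17 and adjusted p = 0.0298 from limma with the seedling sample as block). Without that pairing the adjusted p was 0.916, and the paired fit called no probe set when any array of heat-stressed seedlings was left out. The fit without pairing leaves differences between seedling samples in its error (standard error 0.58), so its lack of a call is not evidence against a departure of STZ. DREB2B had no named probe set in the annotation used here.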

Interestingly, among the mRNAs preferentially translated upon heat stress, those coding for well characterized transcriptional regulators as STZ/ZAT10, which belongs to the ZPT2 related protein family [31], and DREB2B, a transcription factor from the DRE/CRT family [45], are included. The distribution of these mRNAs through the different fractions of the sucrose gradient further confirmed that heat stress promotes their association to the polysome fractions (Figures 5C and 5D). These transcriptional effectors control the expression of whole networks of stress response genes related to drought, high salinity and heat tolerance, including the expression of COR genes [46], [53]. As these transcription factors are considered master regulators of the transcriptional response to abiotic stresses [45], [47], a considerable effort has been made during years to uncover their transcriptional and post-translational regulation. Although more experimental evidence is needed to decipher the exact contribution of translation into the protein accumulation of these factors and to uncover the specific mechanisms that commit their mRNAs to preferential translation, the finding that these factors are targets of the translational control under heat stress adds another layer to their highly complex regulation. In addition, it makes a significant contribution to the knowledge of how plants launch specialized gene expression programs that promote stress protection and survival.

As part of the heat stress response, the translation efficiency of genes related to translation and ribosome biogenesis was preferentially reduced (Figures 4B–C and 5E–F), promoting energy saving and preventing the accumulation of proteins that might misfold as a consequence of elevated temperature [54]. Misfolded or unfolded proteins accumulate in the ER, triggering an unfolded protein response (UPR) that can lead to apoptosis or programmed cell death under acute or chronic stress conditions [55]. Similar reductions in the translation of ribosomal structural components were recently observed during the ER stress response in mammalian cells [56]. In this sense, the translational regulation of mRNAs involved in protein synthesis further confirms the role of translational reprogramming in mitigating the effect of heat on plant physiology. In addition, it establishes a negative loop of regulation by which the inhibition at the translational level of genes involved in translation will contribute to regulate tightly the protein synthesis blockage observed under heat stress.

Differential translation of mRNAs allocated to the similar functional categories was also found in response to other abiotic stresses in plants [6], [7], [8], [10], [14], [15], [28]. These results suggest the existence of common regulatory mechanisms or, alternatively, of different regulatory networks that converge on the differential translation of key cohorts of genes. In nature, heat stress usually threatens the fitness and productivity of plants in combination with other stress factors, such as water limitation and high UV irradiation. Thus, the activation under a specific challenge of genes that are common for the response to different threats may form part of the adaptation strategy of plants to cope with complex changes in environmental conditions.

### mRNA features that affect preferential translation under heat stress in plants

Two previous studies have described a reduction of mRNA polysome binding under heat stress conditions in plants [15], [28]. However, none of these studies have performed genome-wide analysis to evaluate the possible involvement of mRNA specific features within translation regulation. To address this important question, we have carried out a survey for representative features in those mRNA whose translation is preferentially enhanced or inhibited under heat stress in Arabidopsis seedlings. Among the different parameters tested, our results clearly demonstrate that the CDS length and the 5′-UTR G+C content highly influence the mRNA translation efficiency under heat stress (Figure 6A and 7A).

5′-UTR G+C content has been previously identified as a mechanism involved in the selective mRNA ribosome loading under mild dehydration stress, oxygen deprivation and darkness [7], [10], [13]. However, in some of these and similar studies, a preference for short mRNAs was previously described [7], [9], [10]. Our analysis plainly shows that mRNAs with higher translational efficiencies upon heat stress have longer cDNAs (Table 1). A likely explanation to this observation could be derived from the fact that long mRNAs with a high translational initiation rate could support the binding of larger number of ribosomes or, alternatively, it is possible that ribosomes remain attached to long mRNAs for longer under these particular stress conditions. Both effects could be reflected on an increase, not only in ribosome occupancy, but also in the ribosome density of the transcripts allocated in class III. In this regard, previous studies have shown that yeast under amino-acid starvation or Arabidopsis during morphogenesis could alter their translation patterns through the control of ribosome density [9], [57], [58]. Although, in this study, we have focused on ribosome occupancy, deciphering the relevance of ribosome density on the preferential translation of stress-related genes could contribute to understand how plants adapt to the environmental conditions.

### Heat stress regulation of translation initiation in plants

5′-UTR G+C content and cDNA length are two mRNA structural parameters that affect translation initiation. Indeed, a high G+C content in the 5′-UTR can greatly impair ribosome scanning and, depending on the position, may affect ribosome entry to the mRNA [59]. In addition, the length of an mRNA may affect the efficiency of the 5′-3′-end interaction needed for the mRNA circularization. The involvement of these two parameters in the selection mechanism for mRNA ribosome loading, along with the increase in monoribosome-bound mRNAs and ribosomal free subunits observed upon heat shock (Figure 1C), suggests that translation could be regulated at the initiation phase in Arabidopsis seedlings in response to high temperatures.

Translation is also mainly regulated at the initiation step in other eukaryotes [60], [61]. However, the mechanisms involved in this regulation differ considerably among species. These mechanisms range from the phosphorylation of different eIFs to the association of eIF4E with the 4E-BPs, and the regulation of the eIF4G by HSP27 association and insolubilization [62], [63], [64]. In plants, the mechanisms that regulate translation in response to heat stress remain largely unknown [16]. Indeed, although phosphorylation of plant eIF2*α* by GCN2 kinase modulates protein synthesis in response to different abiotic stresses, under our experimental conditions, heat stress does not lead to eIF2*α* phosphorylation (Figure S2), confirming previously published results in wheat [65]. Moreover, no homolog of the 4E-BPs has been found in the plant genomes available to date, questioning the existence of this conserved mechanism of regulation in the plant kingdom [16]. In wheat, dephosphorylation of eIF4B has been shown to correlate with the prompt inhibition of translation following heat shock [65]. This change may explain, in part, the negative correlation between translation efficiency and the 5′-UTR G+C content observed upon heat shock. Dephosphorylation of eIF4B under high temperatures may limit the eIF4A helicase activity. Under such conditions, those mRNAs with lower G+C content, and therefore with lower requirement for eIF4A activity, may be preferentially translated while those with higher base pairing may be translationally inhibited. Alternatively, base pairing and secondary structure can influence the binding of specific eIF4F isoforms [66] or of different eIFs, ribosome subunits or RNA binding proteins that may potentially affect translation of mRNAs with different G+C content in their 5′UTR. However, the participation of these proposed mechanisms in ultimately regulating the differential translation of mRNAs in response to heat stress should be examined. In other eukaryotes, multiple mechanisms operate simultaneously to assure the proper establishment of translation regulation under stress and the same situation may be possible in plants. Elucidating the factors that are involved in translation regulation is one of the important challenges that are remaining if we want to deepen our understanding of how plants respond to environmental stresses.

## Conclusions

In plants, as it is the case for all eukaryotes, gene expression reprogramming constitutes one of the major responses to abiotic stresses. This reprogramming is a highly complex process, as the accumulation of a specific protein results from a plethora of combinatorial processes, each of them finely regulated under environmental challenges. This mixture of processes covers from transcription to mRNA processing, mRNA transport and stability, translation or protein turnover; each participating but having a different weight in the final protein output. Although we already acknowledge that some of these processes (e.g. transcription) play a pivotal role in this protein reprogramming, however, we are only beginning to understand how translation is coordinated with the other processes to modulate protein expression under stress. In this report, we have used a high-throughput technology to evaluate the contribution of translational regulation in the final expression of plant genes under heat stress conditions. Our results clearly establish that general and differential translation exerts a wide regulation of gene expression in Arabidopsis seedlings upon heat stress. A model summarizing the heat stress mRNA translational regulation is shown in Figure 8. Furthermore, this report describes for the first time that mRNA features as G+C content and cDNA length seem to participate in the discrimination mechanism involved in the plant mRNA selective translation under high temperatures. Even more, it unravels important stress-regulatory genes as novel targets of translational control. This molecular knowledge gets us closer to understand the plants′ heat response and tolerance mechanisms and it may be used for engineering plants that can normally grow and reproduce under heat-stress conditions.

**Figure 8:**
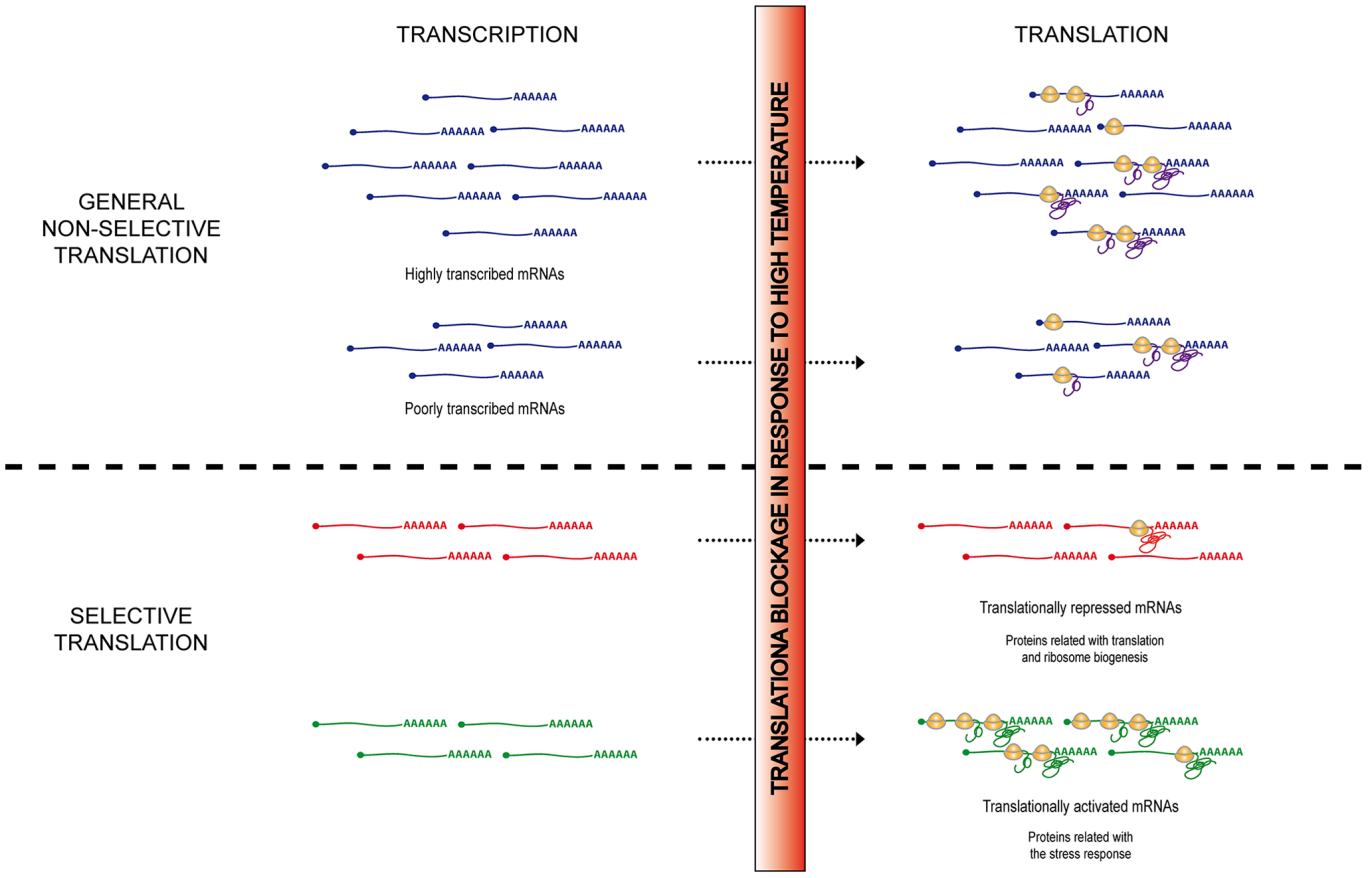
Model for mRNA translation regulation under heat stress in Arabidopsis seedlings. In response to high temperatures, translation is drastically inhibited. However, this translational blockage does not affect all the mRNAs equally. For the majority of the genes, a general and constant reduction in, approximately, a 50% in their loading to the ribosomes is observed (General non-selective translation). As selective ribosome loading is not exerted, the presence of these mRNAs into the polysomal fraction depends mainly on their abundance. Subsequently, for this group of genes, the final expression will be ultimately determined, although translational corrected, by the individual mRNA steady-state level. However, for a relevant group of mRNAs, selective ribosome binding is observed upon heat stress (Selective translation). Translationally activated mRNAs include genes involved in the establishment of the response to stress. In contrast, genes related to translation and ribosome biogenesis were translationally repressed. mRNAs form both differentially translated groups play a pivotal role in the maintenance of the cell homeostasis under stress conditions, suggesting an important role for the regulation of translation in the physiological response of plants to elevated temperatures. This model is focused on the regulation of transcription and translation under heat stress; however the possible involvement of other layers of regulation of gene expression in the final protein output should not be discarded.

## Supporting Information

Figure S1 **Biological replicates of heat induced changes in polysome association for functionally relevant mRNAs.** Distribution of mRNAs through the different fractions was assayed as described for Figure 5.
(TIFF)

Figure S2 **Immunoblot analysis of eIF2α phosphorylation in response to high temperature.** Arabidopsis seedlings were untreated (−), treated with glyphosate for 2 h (Gly), an herbicide that promotes eIF2α phosphorylation [67], or incubated at 38°C for 45, 90 and 150 minutes. Phosphorylation of eIF2α was monitored using an antibody that specifically recognizes the eIF2α phosphorylated form at Ser51 (upper panel). HSP101 and ACTIN levels were assayed as control of the heat shock treatment (middle panel) and as loading control (lower panel), respectively.
(TIFF)

Table S1 **Primer sequence of the genes used in this study for qRT-PCR analyses.**
(PDF)

# Supplementary material for: Analysis of Genome-Wide Changes in the Translatome of Arabidopsis Seedlings Subjected to Heat Stress
**Source:** PLoS One. 2013 Aug 19;8(8):e71425. doi: 10.1371/journal.pone.0071425
**Supplement:** Table S1 — Primer sequence of the genes used in this study for qRT-PCR analyses.

Table S1. Primer sequence of the genes used in this study for the analysis by qRT-PCR.

**Gen (TAIR ID)**	**Forward primer (5'-3')**	**Reverse primer (5'-3')**
**At1g12240**	GACACGAGGTTGATCATTATGCTG	GACCGACCTCGAGATCAAATTGC
**At1g20630**	CGCCATGCCGAAAAATACCC	CTTGCCTGTCTGAATCCCAGGAC
**At1g27730**	GCTTCTCCGATTCTCTCTTT	TCTTGTCGACGACGCTACAC
**At1g52890**	GTTCCACGGTCTTGCGGATAC	GCTCAACATTACCGGCAAACTAG
**At1g74970**	TTCTTCGTTGACGCGACAATG	AGATACCGTGGCGGTGATAG
**At2g21580**	GCCAAAGAAGGATAAGGTTCCACCA	CCTCGCAAGAGACCCATTAATCCTC
**At2g23170**	CGGTTTGGTCTCAAGGGATTAC	GTCGGTCCATGTCTTCATCAATGG
**At2g42740**	CGTTTCGTTCTCCGTCTCTC	AAAACCTTGGAGGCTCTGGT
**At3g03780**	TGCCTCCTGGATTGAGCTTGATGAG	GCCTTGCGCTAACTTCAGTTGTACG
**At3g11020**	TCGAGATGAAGCGGATGCAAATCA	TGAATGAACCTGGTCCCCATCAGA
**At3g17465**	GGATCATCGCGGTTAAGTGT	GCACACCTTGTGCTCTGAAA
**At3g18740**	GTCCCATGAAGGAATCAACAGCAG	CATTGTTGCCATTGTAGCGATGAAC
**At3g18780**	ACCTTGCTGGACGTGACCTTACTGAT	GTTGTCTCGTGGATTCCAGCAGCTT
**At3g28900**	CCGCATCGTCAAACTCCTGGTG	CGATCCTCTCCCTAACAGCAACTCC
**At4g00100**	CATGGGTCGTATGCACAGTC	TCTTGACCTGAGGGATACCG
**At4g25490**	GCATGTCTCAACTTCGCTGA	ATCGTCTCCTCCATGTCCAG
**At4g33950**	TTGCCGATTATGCACGATA	TGGCTAAATGGGTTGGTGTT
**At4g34000**	AACCGTTCTCAACCTGCAAC	TTGGAGTCAGATCAGGTGACAT
**At4g38620**	TCCCGGCAATAAGCGACCATTTG	TCACCGAGGAAGAAGACGAACTCA
**At5g02940**	AGAACCTTGGCACGGTATTTGTGG	GGCAGCCCTTTCAAACGATTTTGTG
**At5g04620**	TGTTGACGGTTTGTGTCAATGG	TGATTCAGCGCATCAGAAAAGATGG
**At5g15960**	ACCAACAAGAATGCCTTCCA	CCGCATCCGATACACTCTTT
**At5g52310**	TCACCGGAACTTTCTCATCC	TGCTCTGTTTGGCTCCTCT

How the deposited data were processed for this re-analysis (not part of the article)

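Total and polysome-bound RNA of Arabidopsis seedlings, 7 days old, at 22°C or after 45 min at 38°C, was measured on 8 ATH-1 arrays, 2 for each of 4 groups. The authors deposited log2 values made by RMA with affy, named without a version in the submitters' processing notes, and the heat-stressed polysome-bound columns already carry the authors' polysome-content factor of 0.558 or 0.538. The factor was divided out for differences between heat effects, so that 0 is the array average, and kept for heat effects in polysome-bound mRNA and for relative translation efficiencies. All columns of values were used. The 2 replicates of a group are biological replicates by the paper, and with 2 the precision of each value is limited.

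Heat effects in total and polysome-bound mRNA, and the difference between them, were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, 1 mean per group over all 8 arrays, 4 residual degrees of freedom, Benjamini-Hochberg adjustment over 22810 probe sets). A change was called at an adjusted p under 0.05 and at least 2-fold, and a difference between effects at an adjusted p under 0.05. The difference was also fitted with the seedling sample as block. Total and polysome-bound RNA came from the same seedling samples by the paper's methods, and the deviations of such arrays from their group means had an r of 0.79 at 22°C and 0.76 at 38°C. Relative translation efficiency was computed per gene over 13355 genes, averaging the probe sets of 1 gene. The plan was to class only genes with annotated untranslated regions, but no transcript models were used here, so all genes with a probe set of 1 gene were classed. Lengths and base content of mRNAs were not analysed here for the same reason.

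Gene names came from the platform annotation given with the data and from a RefSeq table of assembly TAIR10.1, used for names, gene types, chromosomes and genomic spans: 13436 of the 13513 probe sets with 1 gene matched it by gene ID and 77 did not. Lists of genes were drawn up before the data were examined. For the 14 lists with at least 3 named genes, limma's camera was run with a preset correlation of 0.01 and with an estimated one, with Benjamini-Hochberg adjustment over the lists. Limma's fry was run as a further test of the difference between heat effects, and its p is given unadjusted. Members were counted by the probe set with the highest mean per gene. Lists of heat stress transcription factors, wounding, root markers, nucleolar factors and others held fewer named genes and were not tested. The genes named are those of the paper with a named probe set (5 of 24), for each comparison the 10 largest rises and 10 largest falls among probe sets of 1 gene that passed the threshold in the same direction in both replicates, and for each list up to 2 rises and 2 falls. The difference between heat effects gave no such genes without pairing, so those named come from the fit with the seedling sample as block, chosen for this after the other gave none.

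Kolmogorov-Smirnov distances were tested against 100000 random gene sets, a choice made after the test without permutations had given a p of 0 for 1 list. The fits were tested on simulated data with 200 changed probe sets per comparison in each of 3 simulations. Arrays of 1 seedling sample were simulated as correlated. Far fewer probe sets changed than were called in the data, so the adjusted threshold was stricter than in the data. Alternatives for the scaling, filter, test, pairing, factor and single arrays were set before the data were examined, and those added later are named as such in the closing part. Outside the fit with the seedling sample as block, leaving out 1 array kept the other array of its sample, so those refits break the pairing. Tables and plots were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.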

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

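The tests of the spike-in controls and of a single replicate as the source of the mitochondrial signal, and the use of the seedling sample as block to name genes, were chosen after the results were seen.

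Poly-A spike-in controls, bacterial transcripts with 24 probe sets on the array that the paper does not discuss, had a median log2 heat effect of 0.66 in total RNA (0.84 and 0.48 in the replicates), with 12 of the 24 at an adjusted p under 0.05 and 0 past the 2-fold limit by limma (23 at an unadjusted p under 0.05), and their effect in polysome-bound RNA, without the polysome-content factor, differed from that by a median of -0.85. Brightness at hybridization and scanning is argued against for this difference by the hybridization controls, whose median difference was -0.087, but stays open for part of the effect in total RNA, where their median was 0.33. In order of rising signal, that median pools 0.505 for bioB, 0.41 for bioC, 0.035 for bioD and -0.18 for cre. Since bioB is nearest to the spike-ins in signal, how large that part is stays open. A lower share of mRNA in the total RNA of heat-stressed seedlings and unequal addition of the spike-in mix cannot be told apart, since unequal addition can also give a median difference below 0 for each of the 4 transcripts in both replicates (the highest over transcripts and replicates was -0.33) and the paper's text does not state how the controls were added. Scaled to these controls, with the polysome-content factor kept, the average relative translation efficiency was 1.05 in place of 0.555.

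Mitochondrion-encoded transcripts, outside the genes the paper discusses, were higher in heat-stressed total RNA, with a median log2 heat effect of 1.93 over 18 probe sets (SD 1.08), of which 6 passed the limma threshold. At 22°C these probe sets were dim, with a median of 3.93 in total RNA, so the size of the rise is uncertain. A lower share of nuclear mRNA that raises all other RNA alike is argued against by the plastid-encoded probe sets, whose median was 0.42. A single replicate as the source is argued against by the lower replicate's median of 1.10, and probe sets that match several transcripts by a median of 1.92 over the others. A response of mitochondrial RNA to heat and a change in the polyadenylation of these transcripts, on which labelling may depend, both stay open and were not tested.

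Cytosolic ribosomal protein mRNAs differed between the 2 populations in their heat effect (adjusted p = 2.87e-21 from limma's camera; adjusted p = 0.688 with an estimated correlation), with a median difference of -0.35. Compression of bright probe sets is argued against by 10000 lists matched on mean signal, whose medians had a 1st percentile of -0.037, and short genes in general by lists matched on genomic span, with a 1st percentile of -0.11. With cyclic loess as a further normalization the median was -0.31. Cyclic loess was run on values already normalized by RMA, so it cannot test that step, which stays open. A selective effect of heat on these mRNAs was not tested apart from these and stays open, as do length and base content of the mRNAs, which were not analysed here.

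Plastid-encoded genes also differed in their heat effect between the populations (median 0.39, adjusted p = 0.000625 from limma's camera, 0.703 with an estimated correlation). That call was lost without TOT38 replicate 2 or PB22 replicate 2, and without TOT22 replicate 1 the direction turned. A further 3 photosynthesis genes differed too (median -0.48, adjusted p = 0.0444 from limma's camera, 0.688 with an estimated correlation). Their call was also lost after cyclic loess (adjusted p = 0.136) and over bright genes (adjusted p = 0.0658). It was lost as well without TOT22 replicate 1, TOT38 replicate 2, PB22 replicate 2 or PB38 replicate 1. Each refit with 1 array left out kept the other array of the same seedling sample, so it does not separate that array from differences between samples. With the seedling sample as block, limma placed 222 probe sets below and 89 above the average difference, and 0 when any array of heat-stressed seedlings was left out. The 25S rRNA probe set, which the paper does not discuss, had a log2 heat effect of 3.94 in polysome-bound RNA without the polysome-content factor, and of 0.83 and 3.23 in total RNA of the replicates.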

How the results depend on the processing

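The alternatives for the counts of mRNAs changed in both populations or in 1 alone, the leaving out of arrays in the fit with the seedling sample as block and that block for gene lists, the classing of all probe sets or of protein-coding genes only, the scaling to the spike-in controls, all those for the translation efficiency of named genes and most of those for their heat effects were chosen after the data were seen, and the others before. Of 550 heat effects of named genes in total and polysome-bound mRNA under alternatives, 539 kept their direction and side of the threshold, and the other 11 were of AT1G48330 and GH3.3. Of the 25 genes named for translation efficiency or by the paper, 24 were called with the seedling sample as block, 0 of them without pairing or without any array of heat-stressed seedlings, and 21 to 24 under the other alternatives, and none of the 24 turned. Most genes in both counts were named because they passed a threshold with the largest changes in these same data. Their stability was largely set by that choice and does not speak for other probe sets. The 8 arrays limit the precision, and the cause of the changes below was not tested unless named.

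Probe sets that rose in total mRNA numbered 616 and those that fell 706 under limma's treat against 1.5-fold, and with 1 value per gene, over fewer features, there were 547 and 801, and 241 and 4646 in polysome-bound mRNA. With arrays centred on their medians 1068 fell in total mRNA. Without the polysome-content factor, which lowers all values alike, 1079 rose and 1480 fell in polysome-bound mRNA, and up in both were 871, up in total alone 184, up in polysome-bound alone 208, down in both 1059, down in total alone 545, down in polysome-bound alone 421 and in opposite directions 0. With 1 array left out, up in polysome-bound alone ranged from 9 to 43, down in total alone from 3 to 17 and opposite directions from 0 to 3. Up in polysome-bound alone were 25 when each comparison was fitted on its own 4 arrays.

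With the replicate number as a block (replicate block), 3 rose in polysome-bound mRNA alone, and 5 gene lists in place of 3 differed between the populations. Of the other counts none moved by over 1.5 times under this block, and the change in translation efficiency again had 0 calls in each direction. GH3.3 was then also called in total mRNA (adjusted p = 0.000445). Arrays of the same number deviated together across temperatures too (r of 0.44 to 0.52 in 4 pairs of groups), but the paper pairs only total and polysome-bound RNA of 1 sample. With the seedling sample as block, 89 probe sets lay above and 222 below the average, and 5 lists differed. Leaving out 1 array in that fit, which removes its sample, gave 0 to 217 above and 0 to 300 below, and the 0 came with each array of heat-stressed seedlings.

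The average relative translation efficiency was 0.543 as a geometric mean, 0.569 over bright genes, 0.565 for replicate 1 alone, 1.01 without the factor, 0.564 over all probe sets, 1.05 scaled to the spike-in controls with the factor kept and 0.548 to 0.573 with 1 array left out. Class I and Class III numbered 1046 and 679 for replicate 2 alone, 273 and 83 in each of the 2 replicates, 1009 and 499 over all probe sets, and 648 to 900 and 369 to 761 with 1 array left out. All refits with 1 array left out gave more than the main counts of 503 and 274, and are no range around them. Over bright genes Class III numbered 153. Classing all genes with a probe set of 1 gene, listed as an alternative, is the setting used. For replicate 2 alone the correlation of heat effects was 0.886.

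With an estimated correlation 0 gene lists were called for translation efficiency, 0 for total mRNA and 0 for polysome-bound mRNA, and the adjusted p of the ribosomal protein list was 0.688. It was 0.528 with an estimated correlation and the seedling sample as block, and under 0.05 under all other alternatives run. With 1 array left out 1 to 4 lists were called, and without TOT22 replicate 1 the plastid-encoded list turned (adjusted p = 0.345; 1.23e-20 to 0.740 over the arrays left out). The list refits with 1 array left out kept the other array of the same seedling sample. The alternatives for cDNA length, CDS length, G+C content of the 5′ UTR and translation efficiency by cDNA length were not run, as no transcript sequences were used here.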

Differences from the paper's values

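The alternative of fitting each comparison on its own 4 arrays for the counts in 1 population alone, and the count over all probe sets, were chosen after the values were seen.

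The paper gives 25 mRNAs that rose in polysome-bound mRNA alone, and 5 probe sets did so here at the same thresholds. No alternative set before the data were examined covered this count. When each comparison was fitted on its own 4 arrays, a setting chosen for this count after seeing the values, it was 25, and 457 rose in both and 482 in polysome-bound mRNA, both as in the paper. Other counts of that setting were close but not equal: 972 rose and 1429 fell in total mRNA and 8499 fell in polysome-bound mRNA. The paper gives 977, 1453 and 8555.

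The paper places 456 genes in Class III, of 16098 genes with complete mRNA features, and 274 of 13355 were placed there here. As shares of the genes classed, the paper's number is within 1.5 times the 2.05% here. The settings below with 1 replicate alone or 1 array left out use fewer arrays, and all gave more than 274. A count near the paper's there is therefore no sign of agreement. Of the alternatives set before the data were examined, the count was within 1.5 times the paper's with a geometric mean (340), with replicate 1 alone (330), with replicate 2 alone (679) and without any 1 array other than PB38 replicate 1. It was not with the brightest probe set per gene (266), cyclic loess (228), only bright genes (153), both replicates past the limit (83) or without PB38 replicate 1 (761).

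The paper gives 1389 genes whose change in polysomes was not set by their total level, or 8.6%, and 777 of the 13355 genes, or 5.82%, were in Class I or III here. The 2 percentages are within 1.5 times of each other. The paper's own Class I (696) and Class III (456) add up to fewer than that number, and to within 1.5 times the number here. Of the alternatives set before the data were examined for the classes, the sum was within 1.5 times the paper's number with replicate 1 alone (999), with replicate 2 alone (1725) and without any 1 array (1026 to 1661, and 1382 without TOT22 replicate 1). It was not with a geometric mean (769), the brightest probe set per gene (780), cyclic loess (768), only bright genes (655) or both replicates past the limit (356). The settings with 1 replicate alone or 1 array left out use fewer arrays, and all gave more than 777. Their nearness to the paper's number is therefore no sign of agreement. Over all probe sets, a setting chosen after seeing the values, the sum was 1508.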

Other observations

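The relation to gene span was looked at only after the classes were seen.

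Of 11 mitochondrion-encoded genes with a named probe set, 5 rose in mRNA_TOT_ (7 adjusted over the list alone) and 0 in mRNA_PB_ by limma. The 0 includes the polysome-content factor, without which 1 rose in mRNA_PB_. Without the factor their median log2 heat effect in mRNA_PB_ was 1.75 (adjusted p = 0.00939 from limma's camera, 0.571 with an estimated correlation). The mRNA of cox2, a subunit of cytochrome c oxidase, rose by 3.05 on the log2 scale in mRNA_TOT_ (standard error 0.71, n = 2 arrays per group, adjusted p = 0.0228 from limma) and that of nad4L, a subunit of NADH dehydrogenase, by 2.69 (standard error 0.69, adjusted p = 0.0313). Both were dim at 22°C (3.87 and 4.02), and the replicates differed (3.84 and 2.26 for cox2, 3.84 and 1.54 for nad4L). The size of these rises is uncertain, as it is for the 11 genes, whose probe sets had a median of 3.93 in mRNA_TOT_ at 22°C. The median difference between their heat effects in mRNA_PB_ and mRNA_TOT_ was -0.60 (adjusted p = 0.187 from limma's camera, 4.11e-05 with the seedling sample as block, 0.528 with that block and an estimated correlation). Camera called the list without TOT38 replicate 2 or PB38 replicate 1, and without TOT38 replicate 1 the direction turned. These refits kept the other array of the same seedling sample. Over the 18 mitochondrion-encoded probe sets the samples differed at 38°C in both populations. Medians were 6.92 and 5.42 in total RNA, and 5.55 and 4.52 in polysome-bound RNA without the factor. Of 69 plastid-encoded genes 42 lay above the average relative translation efficiency in both replicates and 14 below it, among the former psaB, a core protein of photosystem I, with 0.966.

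Of 24 cytochrome P450 genes 1 fell in mRNA_TOT_ (CYP71B37, log2 change -1.07, standard error 0.19, adjusted p = 0.00928 from limma) and 8 fell in mRNA_PB_. Of 7 peroxidase genes 0 changed in mRNA_TOT_ and 3 fell in mRNA_PB_, as did 3 of 7 WRKY genes, 2 of 4 antioxidant enzymes and all 3 photosynthesis genes. These falls include the polysome-content factor, without which 1 peroxidase gene and none of the others in these lists fell in mRNA_PB_. None of 4 mitochondrial electron transport genes changed in either. By limma's camera, the difference between heat effects had an adjusted p of 0.565 for cytochrome P450s, peroxidases and mitochondrial electron transport, and of 0.918 for histones.

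The median genomic span, from gene start to end with introns, was 1954 bases over 480 Class I genes, 2109 over 11489 Class II genes and 3025 over 254 Class III genes (permutation test of the Kolmogorov-Smirnov distance from Class II, p = 1e-05 for Class I and for Class III, the smallest they can give). Across genes, the span had a Spearman's rho of -0.271 with polysome-bound over total signal at 22°C, of -0.00829 at 38°C, and of 0.182 with the relative translation efficiency. Genes are not independent replicates.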
